# Senescent cells perturb intestinal stem cell differentiation through Ptk7 induced noncanonical Wnt and YAP signaling

**DOI:** 10.1038/s41467-022-35487-9

**Published:** 2023-01-11

**Authors:** Jina Yun, Simon Hansen, Otto Morris, David T. Madden, Clare Peters Libeu, Arjun J. Kumar, Cameron Wehrfritz, Aaron H. Nile, Yingnan Zhang, Lijuan Zhou, Yuxin Liang, Zora Modrusan, Michelle B. Chen, Christopher C. Overall, David Garfield, Judith Campisi, Birgit Schilling, Rami N. Hannoush, Heinrich Jasper

**Keywords:** Stem cells, Ageing, Regeneration, Senescence

## Abstract

Cellular senescence and the senescence-associated secretory phenotype (SASP) are implicated in aging and age-related disease, and SASP-related inflammation is thought to contribute to tissue dysfunction in aging and diseased animals. However, whether and how SASP factors influence the regenerative capacity of tissues remains unclear. Here, using intestinal organoids as a model of tissue regeneration, we show that SASP factors released by senescent fibroblasts deregulate stem cell activity and differentiation and ultimately impair crypt formation. We identify the secreted N-terminal domain of Ptk7 as a key component of the SASP that activates non-canonical Wnt / Ca^2+^ signaling through FZD7 in intestinal stem cells (ISCs). Changes in cytosolic [Ca^2+^] elicited by Ptk7 promote nuclear translocation of YAP and induce expression of YAP/TEAD target genes, impairing symmetry breaking and stem cell differentiation. Our study discovers secreted Ptk7 as a factor released by senescent cells and provides insight into the mechanism by which cellular senescence contributes to tissue dysfunction in aging and disease.

## Abstract (web summary)

Cellular senescence and associated secretory phenotype (SASP) are thought to contribute to aging and tissue dysfunction, though it is unclear how SASP impacts regeneration. Here the authors show that SASP factors impair regeneration, and that Ptk7 is a key secreted protein mediating that dysregulation.

## Introduction

Cellular senescence is recognized as an evolutionarily conserved process in tumor suppression, wound healing and regeneration. However, the accumulation of senescent cells during aging can contribute to age-related diseases^1–8^. Cellular senescence is characterized by an essentially permanent cell cycle arrest, as well as by impaired apoptosis^9–12^. A critical feature of senescent cells is the senescence-associated secretory phenotype (SASP): the secretion of numerous proinflammatory cytokines, chemokines, proteases, growth factors, and lipids^13–17^. SASP factors have been implicated in promoting cellular plasticity and stem cell gene expression^18^, but can also cause inflammation and negatively impact the local tissue environment and function. Whether and how the SASP influences stem cell function and thus impacts tissue regeneration in the aging organism, however, remains unclear.

Organoid systems provide an efficient and convenient model of tissue regeneration to dissect the effects of SASP components on stem cell function. Intestinal organoids, for example, can be established from single stem cells that develop into budding organoids with defined crypt and villus compartments^19,20^. During organoid development, stem cells proliferate and form a multicellular sphere, which breaks symmetry and self-organizes into a crypt-containing organoid^21^. Fully mature intestinal organoids recapitulate cell types and features present in the intestinal epithelium, providing an attractive system for disease modeling and drug screening^22–30^.

The Wnt signaling pathway is critical for intestinal stem cell proliferation and maintenance^31–35^. Mutations causing constitutive activation of Wnt signaling are associated with epithelial hyperplasia and tumor formation, whereas reduced Wnt signaling, for example due to elevated expression of the negative Wnt regulator Notum in intestines of old mice, leads to decreased stem cell activity and impaired regeneration^36–38^.

Canonical β-Catenin-dependent Wnt signaling is triggered by Wnt ligand-mediated formation of a ternary complex between Fzd receptors and LRP5 or 6 co-receptors, resulting in inhibition of the β-catenin destruction complex^32,39^. β-catenin-independent Wnt signaling, sometimes referred to as noncanonical Wnt signaling, can be triggered by Wnt ligand binding to Fzd receptors with co-receptors Ror2, Ryk, and Protein Tyrosine Kinase 7 (PTK7), leading to activation of JNK and Ca^2+^ signaling^40–43^. Noncanonical Wnt signaling results in cytoskeletal rearrangements and influences cell migration and planar cell polarity. While the role of canonical β-Catenin-dependent Wnt signaling in intestinal stem cell activity and regeneration is well established, it remains unclear whether β-catenin-independent Wnt signaling influences intestinal stem cells.

Both noncanonical and canonical Wnt signaling can regulate the transcriptional coactivators YAP/TAZ^44–47^. Upon activation, YAP/TAZ proteins relocate to the nucleus where they form a complex with TEAD transcription factors to regulate cell proliferation, cell polarity, and other cellular functions^48–50^. In the intestine, YAP-mediated expression of a fetal gene signature has been implicated in epithelial regeneration^51–54^. In intestinal organoids, heterogenous YAP activation in stem cells is critical for symmetry breaking during early organoid development^21^.

Ptk7, also called colon cancer Kinase 4 (CCK4), is a member of the receptor tyrosine kinase (RTK) family, and contains N-terminal Immunoglobulin-like repeats (Ig), a transmembrane region, and an inactive tyrosine kinase domain^55–57^. The extracellular domain of Ptk7 can be shed after cleavage by metalloproteases, and the kinase domain then translocates to the nucleus after subsequent cleavage by γ-secretase^58,59^. Ptk7 influences cellular processes such as migration and planar cell polarity (PCP)^60–67^. In *Drosophila*, the Ptk7 orthologue Otk regulates intestinal stem cell migration after epithelial injury. Injury-induced expression of matrix metalloproteinases promotes shedding of the N-terminal domain of Otk from enteroendocrine cells, inducing noncanonical Wnt signaling in ISCs, and promoting their migration towards the wound^68^.

Here, we report the identification of the N-terminal domain of Ptk7 as a SASP factor elevated in aging intestines, and released from senescent cells. In mouse intestinal organoids, N-terminal Ptk7 causes defective differentiation of intestinal epithelial cells. We find that secreted Ptk7 acts through Fzd receptors on intestinal stem cells (ISCs) to activate Wnt/Ca^2+^ signaling, which in turn triggers nuclear translocation of YAP. Changes in YAP/TEAD-dependent gene expression are responsible for Ptk7-induced defects in ISC differentiation. Our work identifies Ptk7 secreted by senescent cells as a critical mediator of ISC dysfunction.

## Results

### SASP impairs cell differentiation in mouse intestinal organoids

To ask whether and how SASP factors can influence ISC function and regeneration, we exposed mouse intestinal organoids derived from isolated crypts of the small intestine (jejunum) to conditioned media (CM) from mouse embryonic fibroblasts (MEFs) that were induced to senesce by X-ray irradiation or doxorubicin treatment (Fig. 1a^69,70^,). Senescence-associated beta-galactosidase (SA-β-gal) staining confirmed senescence in the MEFs (Supplementary Fig. 1a). As a control, we used CM from quiescent (serum deprived) MEFs, which were growth arrested, similar to senescent cells. Organoids from fresh crypts acquired a distinct spherical cyst morphology after exposure to senescent CM (SCM), while organoids exposed to quiescent CM (QCM) exhibited normal crypt budding (Fig. 1b, c). Cystic organoids lacked defined crypt domains (Fig. 1d). Immunostaining for Ki67 shows significant proliferative activity in organoids exposed to both QCM and SCM. Mitotic figures (pH3+ cells) were observed mainly in crypt domains of QCM organoids, but were distributed throughout all areas of SCM organoids (Fig. 1d). These observations suggest that exposure to SCM did not cause secondary senescence in organoids (as no sign of cell cycle arrest was observed based on pH3 and Ki67 staining), but influence ISC function in different ways (Supplementary Fig. 1b, c). To assess if the cystic organoid phenotype entails changes in cell composition, we compared transcript levels of various cell-type specific markers in QCM and SCM organoids. We observed a strong reduction in *OLFM4* (intestinal stem cell), *CHGA* (enteroendocrine cell) and *MUC2* (goblet cell) transcript levels in SCM organoids, while *ALPI* (enterocyte), *MKI67* (proliferating cell), *LGR5* (stem cell) and *LYZ* (Paneth cell) transcripts were not significantly changed (Fig. 1e). Whole mount immunostaining confirmed these findings: secretory cells such as goblet, enteroendocrine and Tuft cells (Dclk), and Olfm4+ SCs were reduced, while other cell types, including enterocytes, were not (Fig. 1f–m, Supplementary Fig. 1d).

**Fig. 1:**
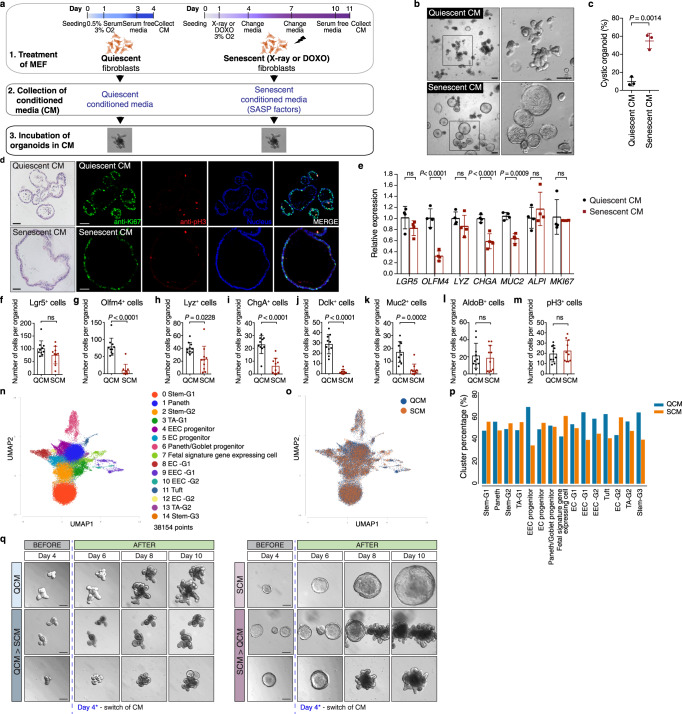
Conditioned medium from senescent fibroblasts causes cystic morphology of mouse intestinal organoids. **a** Schematic showing induction of quiescence and senescence in fibroblasts, conditioned media collection, and organoid culture in conditioned media. The figure was created with BioRender.com. **b** Representative images of organoids after 5 d of culture in conditioned media. Enlarged images (boxed area) are shown at the right. Scale bar, 200 μm. **c** Quantification of data from (**b**). The percentage of cystic organoids in organoids cultured in conditioned media is shown (mean ± s.d.; two-tailed *t*-test). Each dot represents a result from organoids established from a mouse, 3 biological replicates per experiment (*n* = 3). **d** H&E staining (left column) and immunostaining of paraffin-embedded organoids. Immunostaining for Ki67 (green) and phospho-Histone H3 (red) in intestinal organoids cultured in conditioned media and stained with Hoechst (blue). Scale bar, 50 μm. **e** Gene expression in organoids exposed to SCM determined by qPCR and represented as a ratio relative to organoids exposed to QCM (mean ± s.d.; *n* = 4; two-tailed *t*-test). **f**–**m** Numbers of cells expressing the listed markers in organoids exposed to QCM or SCM (mean ± SEM; *n* = 10; two-tailed *t*-test). **n** UMAP of pooled snRNA-seq data of nuclei from QCM and SCM exposed organoids colored by cell-type annotation (right). **o** UMAP showing contribution of nuclei from QCM and SCM exposed organoids labeled in blue and orange, respectively. **p** Relative contribution of cells from QCM and SCM exposed organoids to each cluster. Cells from QCM and SCM exposed organoids were labeled in blue and orange, respectively. **q** Representative images of organoids taken every 2 days starting on day 4. From day 0 to 4, organoids were cultured in quiescent conditioned media (left panel) and senescent conditioned media (right panel). On day 4, quiescent-conditioned media was changed to senescent-conditioned media (left bottom panel), whereas senescent-conditioned media was changed to quiescent-conditioned media (right bottom panel). In all conditions, media was changed every other day. Scale bars, 100 μm. See also Fig. S1. Source data are provided as a Source Data file.

We confirmed these findings using single-nucleus RNA sequencing of organoids exposed to QCM and SCM. Using a droplet-based single-nucleus method, we sequenced 38154 nuclear transcriptomes from QCM and SCM-exposed organoids. Unsupervised graph-based clustering identified 15 distinct clusters, which were annotated using known cell markers (Fig. 1n, Supplementary Fig. 1e). The relative contribution of cells from QCM and SCM exposed organoids to each cluster revealed differences in cell-type composition between QCM and SCM exposed organoids (Fig. 1o, p, and Supplementary Fig. 1f): Compared to QCM exposed organoids, SCM exposed organoids consist of an increased proportion of stem cells and of cells expressing genes of a fetal signature, but a decreased proportion of enteroendocrine progenitors and of differentiated cells of the secretory lineage such as enteroendocrine, Tuft, and Paneth cells.

Critically, the morphological change caused by SASP factors was reversible (Fig. 1q, Supplementary Fig. 1g). When organoids were switched from QCM to SCM 4 days after seeding (when crypt buds become visible in QCM), they were smaller and exhibited less budding and cystic crypt domains. Budding organoids did not become completely cystic, suggesting that SASP factors influence stem cells primarily at early stages of symmetry breaking. On the other hand, cystic organoids switched from SCM to QCM 4 days after seeding, started budding and lost cystic morphology. Consistently, we observed no long-term effect of SCM on stem cell activity. When organoids exposed to SCM were passaged and maintained in regular organoid culture media, colony-forming efficiency remained comparable to those exposed to QCM (Supplementary Fig. 1h, i). Together, these data indicated that SCM causes specific and reversible defects in cell differentiation in the intestinal stem cell lineage.

### Secreted Ptk7 is a SASP factor causing the cystic organoid phenotype

SASP factors include proinflammatory cytokines, chemokines and growth factors^9–12^. To identify factor(s) in SCM responsible for the morphological changes in organoids, we analyzed proteins in SCM by mass spectrometry (MS). SCM from a large-scale culture of senescent MEFs was dialyzed, concentrated and fractionated by ion exchange and size exclusion columns (Fig. 2a). Fractions categorized as containing small, medium and large proteins were tested for cystic organoid inducing activity, which were present only in the medium fraction (Supplementary Fig. 2a). MS analysis of the small and medium fractions identified and quantified a total of 148 proteins (39 differentially present proteins with the following cutoffs: *q* value <0.05, absolute fold change >1.5) (Fig. 2b, Supplementary Fig. 2b, Supplementary Data 1 and 2). Proteins previously described as SASP components were identified in these SCM fractions, including CCL2 and IL1RL1 (Supplementary Data 2 and 3, SASP Atlas, http://www.saspatlas.com/)^16^.

**Fig. 2:**
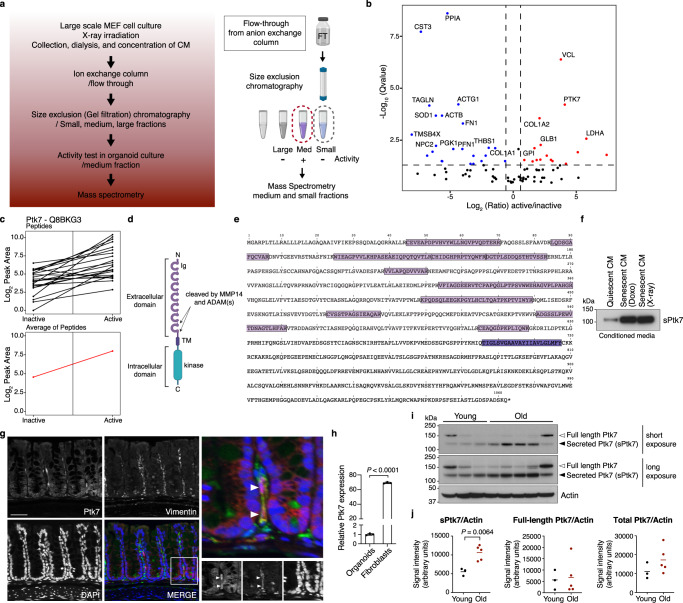
Identification of Ptk7 as a factor that causes cystic organoid phenotype. **a** Schematic showing conditioned media preparation, column purification, activity test, and mass spectrometry (MS). The figure was created with BioRender.com. **b** Volcano plot representing the statistical significance and protein abundance ratios between medium (active) and small (inactive) fractions. Dashed lines depict a *q* = 0.05 cutoff (horizontal) and 1.5-fold difference cutoffs (vertical). Proteins that are present highly in medium (active) and small (inactive) fractions are represented in red and blue, respectively. Proteins with *q* < 0.01 and more than 1.5-fold difference are labeled. **c** Graphs showing peptide peak area profiles for Ptk7. Each Ptk7 peptide detected is shown as a black line, indicating the peak area measurements for the inactive and active fractions. The average of all Ptk7 peptides is presented as a red line. **d** Schematic representation of the Ptk7 protein domain structure. Ig: Immunoglobulin-like loops (lilac), TM: a transmembrane region (purple), and an inactive tyrosine kinase domain (blue). **e** A graphic representation of the list of peptides detected by MS. Ptk7 peptide sequences detected by MS in lilac and the transmembrane domain in purple. **f** Western blot for Ptk7 in conditioned media collected from quiescent and doxorubicin- or irradiation-induced senescent MEFs. Conditioned media corresponding to the same number of cells was loaded. Increased shedding of Ptk7 (soluble form of Ptk7; sPtk7) was detected in senescent conditioned media. **g** Immunofluorescence staining of Ptk7 (red) and stromal cell marker Vimentin (green) in the large intestine. Nuclei were counter stained with DAPI (blue). Scale bar: 50 μm. **h** The relative *PTK7* expression in intestinal organoids and fibroblasts (mean ± s.d.; *n* = 3; two-tailed *t*-test). **i** Western blots of Ptk7 in the large intestine extract from young and old mice. Blot images of two different exposure times are shown. Each lane presents tissue lysate from one mouse (*n* = 3 for young mice, *n* = 5 for old mice). Actin was used as loading control. **j** Quantification of data from (**i**). Ptk7 and Actin protein levels were analyzed by ImageJ. Ptk7 protein levels normalized to Actin are shown as mean ± s.d. Two-tailed *t*-test was used for statistical analysis. See also Fig. S2. Source data are provided as a Source Data file.

One of the proteins identified as differentially present in the medium fraction was the N-terminal extracellular domain of Ptk7 (Fig. 2b–e, Supplementary Data 4). Ptk7 transcripts are robustly expressed in MEFs, and can also be detected in intestinal organoids (Supplementary Fig. 2c). The N-terminal domain of Ptk7 is known to be shed after cleavage by either Matrix Metalloprotease 14 (MMP14) or A Disintegrin And Metalloprotease 17 (ADAM17) (Fig. 2d)^58,59,71^, and MMP – mediated shedding of N-terminal Otk influences ISC migration in *Drosophila*^68^. Consistently, peptides detected in SCM mapped to the N-terminal extracellular domain (Fig. 2e). We confirmed the selective presence of the soluble/shed form of Ptk7 (sPtk7) in the medium fraction of SCM using a commercially available antibody against the N-terminal domain of Ptk7 (Supplementary Fig. 2d). Conditioned media (CM) from both doxorubicin- and irradiation-induced senescent cells contained higher levels of sPtk7 compared to CM from quiescent cells (Fig. 2f; loading was normalized by the number of cells cultured in the corresponding media), and increased sPtk7 was detected in the SASP Atlas of senescent human lung fibroblasts (Supplementary Data 3). These observations indicate that secreted Ptk7 is a common component of the SASP.

### Increased shedding of sPtk7 expresses in the aging mouse intestine

Since senescent cells increase with age in many tissues^1,2,8^, we asked whether secreted Ptk7 could be detected at a higher frequency in intestines of old mice. Ptk7 transcripts and proteins were detected in both epithelial and stromal cells of the mouse intestine, with higher expression in stromal cells (Supplementary Fig. 2e and Fig. 2g, h). We did not detect any differences in Ptk7 transcript levels between young and old intestine (Supplementary Fig. 2f). Consistently, total Ptk7 protein levels did not change with age. However, Ptk7 shedding was strongly increased in the old intestine, as indicated by the increased levels of shed N-terminal Ptk7 (Fig. 2i, j).

ADAM and MMP expression increase in senescent cells^72–75^, which may explain the increased release of sPtk7 into the SCM. To test this possibility, we exposed senescent MEFs to metalloprotease inhibitors previously shown to block Ptk7 shedding^59^ and collected SCM. Metalloprotease inhibition reduced the levels of sPtk7 in SCM (Fig. 3a). Organoids exposed to this SCM (after dialysis to remove metalloprotease inhibitors) showed reduced cystic phenotypes (Fig. 3b, c). To validate that sPtk7 is responsible for the cystic organoid phenotype, we exposed organoids to SCM collected from *Ptk7*-deficient fibroblasts. SCM collected from *Ptk7*-deficient fibroblasts contained reduced levels of sPtk7 (Fig. 3d), and organoids exposed to this SCM showed reduced cystic organoid phenotypes compared to its counterpart (Fig. 3e, f). We further blocked Ptk7 directly in SCM by adding anti-Ptk7 antibodies targeting the N-terminal domain to the organoid culture, which suppressed the cystic organoid phenotype in a dose-dependent manner (Fig. 3g, h).

**Fig. 3:**
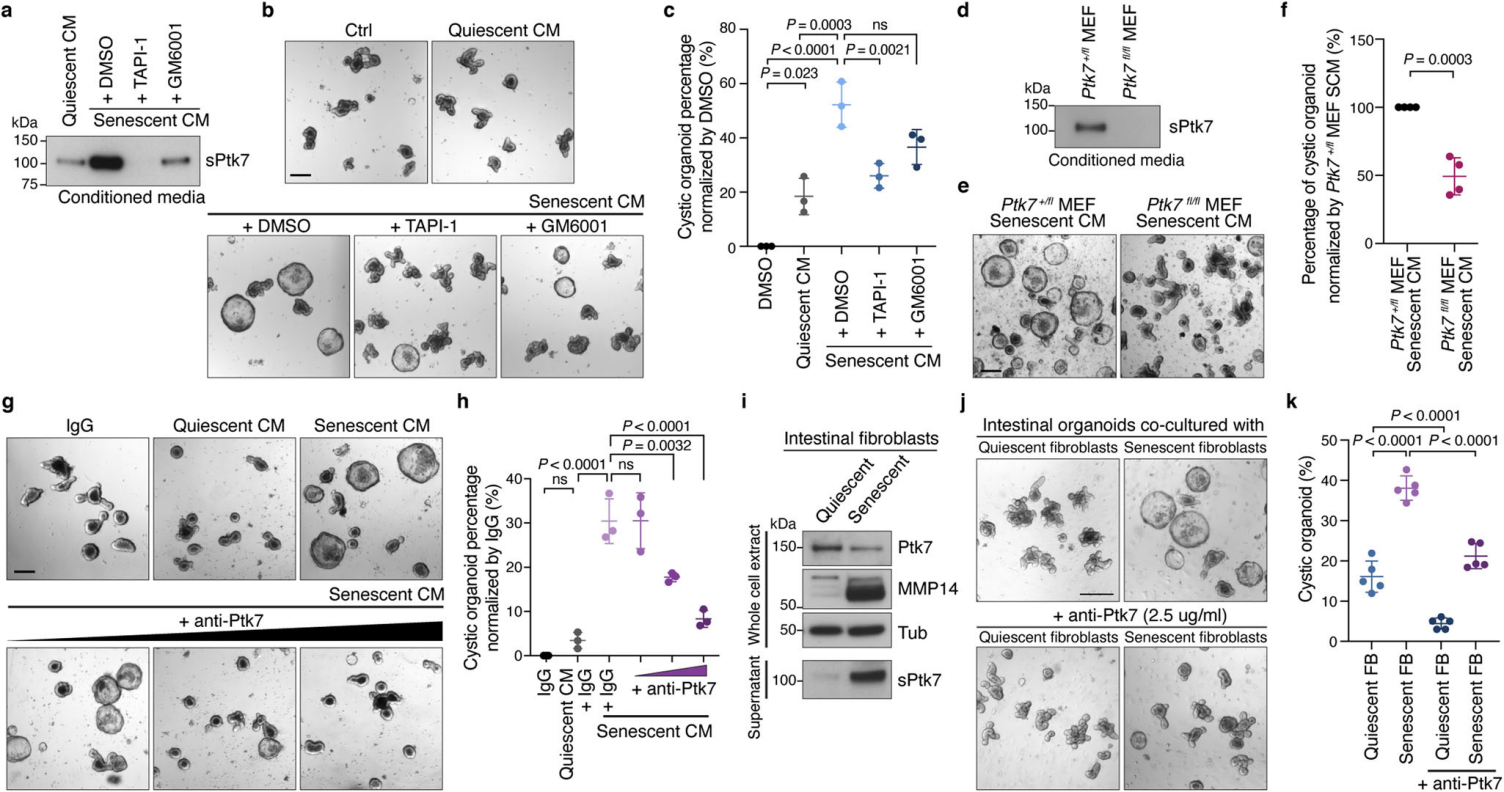
SCM-induced cystic organoid phenotype is dependent on Ptk7. **a** Western blot for sPtk7 in conditioned media collected from quiescent and senescent MEFs treated with vehicle or inhibitors for 24 h. Conditioned media corresponding to the same number of cells was loaded. **b** Representative images of organoids cultured in corresponding conditioned media. Scale bar, 200 μm. **c** Quantification of data from (**b**). The percentage of cystic organoids is shown. **d** Western blot for sPtk7 in conditioned media collected from senescent Ptk7^+/fl^ and Ptk7^fl/fl^ fibroblasts. Conditioned media corresponding to the same number of cells was loaded. **e** Representative images of organoids cultured in corresponding conditioned media. Scale bar, 200 μm. **f** Quantification of data from (**e**). **g** Representative images of organoids cultured in conditioned media together with IgG (5 μg/ml) or increasing concentration of anti-Ptk7 antibodies (1, 2, and 5 μg/ml). Scale bar, 200 μm. **h** Quantification of data from (**g**). **i** Western blots of full-length and secreted Ptk7 and MMP14 in whole-cell extract of quiescent and senescent primary intestinal fibroblasts or conditioned media collected from the fibroblasts. Tubulin was used as loading control. **j** Representative images of organoids co-cultured with quiescent or senescent intestinal fibroblasts in the presence of IgG or anti-Ptk7. Scale bar, 200 μm. **k** Quantification of data from (**j**). In (**c**), (**f**), (**h**), and (**k**), data are presented as means ± s.d. One-way ANOVA followed by Tukey’s post-hoc multiple comparison tests. Each dot represents a result from organoids established from a mouse, *n* = 3 in (**c**) and (**h**), *n* = 4 in (**f**), and *n* = 5 in (**k**). See also Fig. S2. Source data are provided as a Source Data file.

We asked whether co-culturing organoids with intestinal fibroblasts recapitulates what we observed using conditioned media. Cellular quiescence and senescence of intestinal fibroblasts were induced by serum deprivation and doxorubicin treatment, respectively. SA-β-gal staining confirmed senescence in the intestinal fibroblasts (Supplementary Fig. 2g). Senescent intestinal fibroblasts showed increased Ptk7 shedding, which coincides with increased levels of MMP14 (Supplementary Fig. 2h and Fig. 3i). While organoids co-cultured with quiescent intestinal fibroblasts displayed normal budding organoid morphology, organoids co-cultured with senescent intestinal fibroblasts exhibited cystic morphology that resembled SCM exposed organoids (Fig. 3j, k). Inhibition of Ptk7 suppressed this cystic phenotype caused by co-culture with senescent intestinal fibroblasts (Fig. 3j, k).

Together, our results identify sPtk7 as a SASP factor that is released from senescent cells by metalloproteases and disrupts intestinal organoid morphology.

### sPtk7 acts through the noncanonical Wnt signaling

How does Ptk7 cause the cystic organoid phenotype? Several studies implicate Ptk7 in Wnt signaling, identifying interactions of Ptk7 with several components of canonical and noncanonical Wnt pathways in a context-dependent manner (Fig. 4a)^62,64,65,76–79^. However, whether Ptk7 interacts directly with Wnt co-receptors, or plays a role in β-catenin-dependent or independent Wnt signaling in intestinal stem cells remains unclear.

**Fig. 4:**
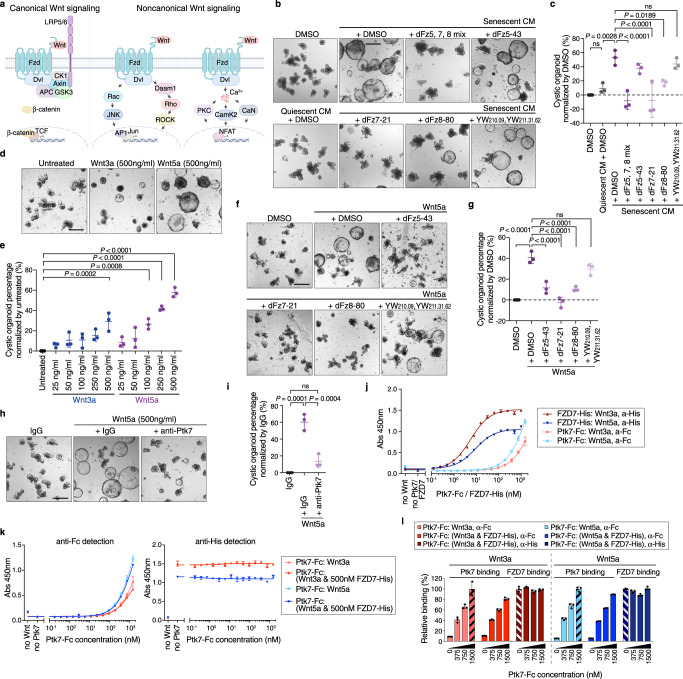
Ptk7 acts through noncanonical Wnt signaling. **a** Schematic representation of canonical and noncanonical Wnt signaling pathways. While canonical and noncanonical Wnt signaling pathways share components such as FZD and Dvl, other components such as LRP5/6 and β-Catenin are specific for canonical Wnt signaling. The figure was created with BioRender.com. **b** Representative images of organoids cultured in corresponding conditioned media with DMSO or inhibitors. Scale bar, 200 μm. **c** Quantification of data from (**b**). The percentage of cystic organoids in organoids cultured in conditioned media is shown. **d** Representative images of organoids treated with DMSO (carrier), Wnt3a or Wnt5a. Scale bar, 200 μm. **e** Quantification of data from (**d**). The percentage of cystic organoids in organoids cultured in conditioned media is shown. **f** Representative images of organoids cultured in Wnt5a with DMSO or inhibitors. Scale bar, 200 μm. **g** Quantification of data from (f). mean ± s.d. percentage of cystic organoids in organoids cultured in conditioned media. **h** Representative images of organoids cultured in Wnt5a with IgG or anti-Ptk7 antibodies. Scale bar, 200 μm. **i** Quantification of data from (h). mean ± s.d. The percentage of cystic organoids in organoids cultured in conditioned media is shown. In (**c**), (**e**), (**g**), and (**i**), data are presented as means ± s.d. One-way ANOVA followed by Tukey’s post-hoc multiple comparison tests. Each dot represents a result from organoids established from a mouse, *n* = 3. **j** Representative ELISA binding curves showing binding of Ptk7 or FZD7 to Wnt ligands. **k** Representative ELISA binding curves showing binding of Ptk7 to Wnt ligands in the absence or presence of 500 nM FZD7. In (**j**) and (**k**), data are presented as means ± s.d. *n* = 3 (**l**) Relative Ptk7 and FZD7 binding to Wnt ligands from (**k**). Relative Ptk7 binding was calculated by normalization to Ptk7 and Wnt ligand binding at 1500 nM in the absence of FZD7 (black striped bar). Relative FZD7 binding was calculated by normalization to FZD7 binding to Wnt ligands in the absence of Ptk7 (white striped bar). Data are presented as means ± s.d. See also Fig. S3. Source data are provided as a Source Data file.

Since exogenous Wnt3a can also cause a cystic phenotype in intestinal organoids^80^, we tested for a direct effect of Wnt secretion by senescent cells. We treated senescent MEFs with a Porcupine inhibitor to block Wnt secretion^81^. Organoids exposed to SCM from these MEFs (after dialysis to remove the inhibitor) still exhibited cystic phenotypes, confirming that Ptk7–but not Wnt ligands–in the SCM causes morphological alterations in organoids (Supplementary Fig. 3a–d). Furthermore, a Wnt reporter assay indicated no activation of β-Catenin-dependent Wnt signaling by SCM (Supplementary Fig. 3e).

To test whether sPtk7 acts through the Wnt signaling pathway, and dissect the role of different Wnt receptors in the response to sPtk7, we used inhibitory peptides. In addition to the FZD7-specific peptide inhibitor dFz7-21^82^, we identified peptides binding to the cysteine-rich domains of FZD5 and FZD8 from naïve peptide libraries by phage display (dFz5-43 and dFz8-80, respectively) (Supplementary Fig. 3f, g). Surface plasmon resonance (SPR) of dFz5-43, dFz7-21, and dFz8-80 against immobilized FZD5-Fc, FZD7-Fc, and FZD8-Fc showed specificity and affinity of the peptide inhibitors to their targets (Supplementary Fig. 3h–j). dFz5-43 binds FZD5 as well as FZD8, with lower affinity to FZD5, whereas dFz8-80 selectively binds FZD8. To target the canonical FZD co-receptor Low-density lipoprotein Receptor-related Protein 6 (LRP6), we generated antibody Fabs from the previously reported antibodies YW210.09 and YW211.31.62, which bind the E1-E2 and E3-E4 domains of LRP6, respectively (Supplementary Fig. 3k,l)^83,84^. These Fabs also bound LRP5, as determined by SPR (Supplementary Fig. 3m, n).

Combined inhibition of FZD5, 7 and 8, as well as selective inhibition of FZD7 or FZD8, but not of FZD5, strongly suppressed the cystic phenotype induced by SCM, confirming a role for these FZD receptors in the SASP-induced phenotype (Fig. 4b, c). Inhibition of LRP5/6, in turn, failed to rescue the cystic phenotype, suggesting that sPtk7 acts through a FZD-dependent but LRP5/6-independent Wnt signaling pathway.

To further examine the effect of Wnt signaling on organoids, we added Wnt3a and Wnt5a recombinant proteins to crypt cultures. While both Wnt3a and Wnt5a dose-dependently increased organoids with cystic morphology, there was a noticeable difference in organoid size (Fig. 4d, e). Crypts treated with Wnt5a developed cystic organoids that were comparable to organoids exposed to SCM, but larger than those treated with Wnt3a. Wnt11, another noncanonical Wnt ligand that acts through FZD7^85,86^, failed to induced cystic organoids (Supplementary Fig. 3o, p). Similar to SCM, FZD receptor inhibition reduced cystic organoids generated by Wnt5a, but inhibition of LRP5/6 did not (Fig. 4f, g).

The percentage of cystic organoids caused by Wnt5a was reduced by Ptk7 inhibition (Fig. 4h, i), suggesting an interaction between Wnt5a and Ptk7 that contributes to cystic organoid morphology. To test this possibility, we developed an ELISA to probe binding between purified recombinant proteins - Ptk7 extracellular domain (sPtk7), FZD7 CRD domain and Wnt ligands (Supplementary Fig. 3q). sPtk7 and FZD7 bind both Wnt3a and Wnt5a, but sPtk7 bound Wnt5a with higher affinity, whereas FZD7 showed the opposite (Fig. 4j). Since both sPtk7 and FZD7 bind Wnt ligands, we asked whether Ptk7 and FZD7 compete for binding to Wnt ligands. sPtk7 binding to either Wnt3a or Wnt5a was unaffected by a saturating amount of FZD7 CRD, and the interaction between FZD7 CRD and these Wnt ligands was not affected by Ptk7 (Fig. 4k, l), suggesting that Ptk7 and FZD7 bind different sites on Wnt. Together with the observation that inhibition of either FZD or Ptk7 rescued the cystic organoid phenotype caused by Wnt ligands, these results suggest that Ptk7/FZD7/Wnt form a ternary complex to activate Wnt signaling.

### Cytosolic Ca^2+^ oscillations in intestinal organoids

Wnt5a-mediated noncanonical signaling elicits cytoskeletal changes through activation of Rho and Rac GTPases and modulation of cytosolic Ca^2+^ levels^87–90^. We and others have shown that intestinal stem cells in *Drosophila* exhibit regular cytosolic and mitochondrial Ca^2+^ oscillations, and that modulation of these oscillations in response to mitogenic signals control ISC proliferation and metabolic reprogramming^91–93^. Whether Ca^2+^ signaling also influences intestinal stem cell activity in the mammalian gut remains unclear. To assess possible effects of noncanonical Wnt signaling on Ca^2+^ levels in mammalian ISCs, we expressed the fluorescent Ca^2+^ indicator GCaMP6f under control of Lgr5-Cre and performed Ca^2+^ imaging in live intestinal organoids (Fig. 5a). In the absence of stimuli, Ca^2+^ oscillations were observed in multiple cells of organoid crypts (Fig. 5b, Supplementary Movie 1). In unchallenged organoids, baseline cytosolic Ca^2+^ levels and the frequency and intensity of oscillations were variable and did not reveal an obvious pattern (Fig. 5c, d, Supplementary Movie 2)

**Fig. 5:**
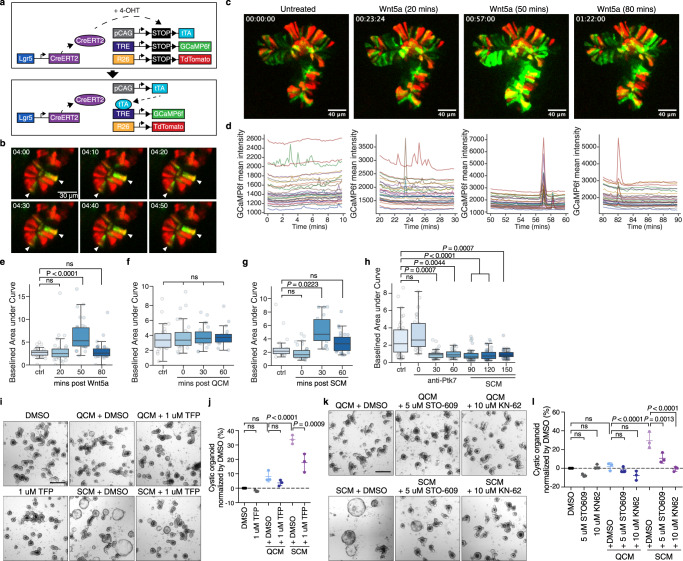
Ptk7 modulates cytosolic Ca^2+^ oscillations in intestinal organoids. **a** Lgr5-CreERT2-mediated expression of GCaMP6f in this experiment. Cre removes stop cassettes upon addition of 4-OHT, allowing expression of tTA, GCaMP6f, and tdTomato. **b** Time lapse images showing Ca^2+^ flashes in the crypt domain of a mouse intestinal organoid. GCaMP6f and tdTomato expression is shown in green and red, respectively. Scale bar, 30 μm. **c** Representative frames from live imaging of an organoid expressing GCaMP6f before and after Wnt5a treatment. *n* = 5 **d** GCaMP3f mean intensity traces of 10-minute live imaging matching the frames shown in (**c**). Each trace represents one cell. Boxplots showing baselined area under curve of live imaging before and after Wnt5a (**e**), QCM (**f**), SCM (**g**), or SCM and anti-Ptk7 antibody (**h**) treatment. The graphs show results from a representative experiment. *n* = 5 in (**e**), *n* = 3 in (**f**), *n* = 6 in (**g**), and *n* = 6 in (**h**). In (**h**), organoids were imaged every 30 min. 90 min after the addition of the antibodies, SCM was added to the media containing anti-Ptk7. The graphs show results from a representative experiment. *n* = 6. In (**e**–**h**), boxplots display median ± interquartile range with whiskers marking 1.5 times the interquartile range. Kruskal–Wallis test followed by Dunn’s post-hoc multiple comparison tests. **i** Representative images of organoids cultured in QCM or SCM with DMSO or 1 μM TFP. Scale bar: 200 μm. **j** Quantification of data from (**i**). mean ± s.d. percentage of cystic organoids in organoids cultured in conditioned media. **k** Representative images of organoids cultured in QCM or SCM with DMSO, 5 μM STO-609, or 10 μM KN-62. **l** Quantification of data from (**k**). mean ± s.d.; *n* = 3; two-tailed *t*-test. The percentage of cystic organoids in organoids cultured in conditioned media is shown. In (**j**) and (**l**), One-way ANOVA followed by Tukey’s post-hoc multiple comparison tests. Each dot represents a result from organoids established from a mouse, *n* = 3. See also Figs. S4, S5. Source data are provided as a Source Data file.

When exposed to Wnt5a, however, cytosolic Ca^2+^ levels and oscillations increased (Fig. 5c–e, Supplementary Fig. 4a, Supplementary Movie 3). This increase was distinct from Wnt3a treatment, which resulted in decreased cytosolic Ca^2+^ levels (Supplementary Fig. 4b), but also occurred when organoids were exposed to SCM. SCM, but not QCM, increased the frequency and magnitude of cytosolic Ca^2+^ oscillations (Fig. 5f, g; Supplementary Fig. 4c, d). Addition of SCM in the presence of anti-Ptk7 failed to induce any changes in Ca^2+^ oscillations, suggesting that sPtk7 stimulates the Wnt/Ca^2+^ pathway in ISCs (Fig. 5h, Supplementary Fig. 4e). Ptk7 inhibition in unchallenged organoids decreased cytosolic Ca^2+^ oscillations, suggesting a role for endogenous Ptk7 in modulating Ca^2+^ signaling (Fig. 5h, Supplementary Fig. 4e).

### Inhibition of Ca^2+^ signaling suppresses the cystic phenotype

To explore the mechanistic link between increased Ca^2+^ signaling and the cystic organoid phenotype, we asked whether inhibition of Ca^2+^ signaling components suppresses SCM or Wnt5a-induced cystic organoid phenotypes. Trifluoperazine (TFP), an antagonist of the multifunctional Ca^2+^ binding protein Calmodulin (CaM)^94^, reduced the percentage of cystic organoids induced by SCM or Wnt5a (Fig. 5i, j, Supplementary Fig. 5a, b). Inhibition of Calcineurin by FK506 or cyclosporin A had no effect on this phenotype, but inhibition of CaMKK and CaMKII by STO-609 and KN-62, respectively, suppressed the cystic organoid phenotype (Fig. 5k, l, Supplementary Fig. 5c–e). These data suggest that cytosolic Ca^2+^ release and subsequent activation of Calmodulin / CaMK signaling lead to the cystic organoid morphology.

### YAP/TEAD target gene enrichment in SASP-exposed organoids

We performed transcriptome analysis to gain further insight into changes elicited in intestinal organoids by SCM and Ptk7. Intestinal organoids were cultured in complete media, QCM or SCM (with or without anti-Ptk7), and complete media with Wnt5a (with or without anti-Ptk7) for 2 days, and subjected to RNAseq analysis (Fig. 6a; all cultures were exposed to either anti-Ptk7 or IgG control). 

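Intestinal organoids are epithelial structures grown in Matrigel from isolated crypts, and they contain stem cells together with their differentiated progeny. QCM and SCM are media conditioned by quiescent and by senescent fibroblasts, Wnt5a is a ligand of the noncanonical Wnt pathway, and anti-Ptk7 is an antibody against the receptor Ptk7. RNA from 6 replicates of each of 6 conditions was sequenced, which gave 36 libraries. The conditions were complete media + IgG, QCM + IgG, SCM + IgG, SCM + anti-Ptk7, Wnt5a + IgG and Wnt5a + anti-Ptk7. No library of complete media with anti-Ptk7 was analysed here.
The authors filtered the reads, aligned them to the mouse genome (NCBI Build 38) with GSNAP through HTSeqGenie, and deposited counts per gene without normalization. The paper's methods state that reads within coding sequences were counted. The deposited counts also cover genes annotated as non-coding, such as lincRNA genes with 0.819% of all counts. The counts cover 52636 genes listed by Ensembl identifier, of which 29759 had a count in any library. The total per library ranged from 9581589 to 21029769 counts, with a median of 13490071. In complete media + IgG the totals lay between 9581589 and 13470855 (median 12195932), and in QCM + IgG between 11969302 and 15783703 (median 15291450). The range was 10213464 to 17072397 (median 14650488.5) in SCM + IgG and 10581350 to 14742230 (median 13609275.5) in SCM + anti-Ptk7. It was 11220233 to 21029769 (median 13756625) in Wnt5a + IgG and 11626500 to 15726081 (median 13411192.5) in Wnt5a + anti-Ptk7. The paper's stated depth is 30 M reads per library, which is a number of sequenced reads; the values given here use the counts on genes. All 90 pairs of replicates within a condition differed by more than the sampling noise, with a chi-square per gene of 7.60 or more, so none was taken as a repeated deposit of the same library. This test covers counting error only, and amplification from little RNA would exceed it also between repeats of a sample; the libraries were treated as separate samples because their labels name them as replicates.
From these counts, the 15497 genes that passed the expression filter of edgeR (filterByExpr) were tested with its quasi-likelihood test. One model held the 36 libraries and the 6 condition means, with TMM scaling factors between 0.908 and 1.03. A gene was called a DEG at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change over 1.5, the cutoffs of the paper. The standard errors given were derived from the test, as the absolute log2 fold change divided by the square root of its F statistic. They are approximate, most of all for genes with few counts. The paper's own test is voom with limma on quantile-normalized values. Replicates carry the numbers 1 to 6 in every condition. Libraries with the same number deviated together from the means of their conditions (mean correlation 0.092, against −0.018 for different numbers), and a second model had the replicate number as a block.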

Principal component analysis (PCA) of 36 organoid transcriptomes revealed a marked similarity between the transcriptomes of organoids cultured in complete media and those in QCM, but significant differences between organoids cultured in other conditions (Fig. 6b). 

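Over the log2 CPM (counts scaled to a common library total) of these genes, PC1 carried 21.5% of the variance and PC2 7.94%. The mean position on PC1 was −43.3 ± 14.5 (SD, n = 6) in complete media and −28.1 ± 12.1 (SD, n = 6) in QCM. It was 4.45 ± 14.9 in SCM and −0.282 ± 18.3 in SCM + anti-Ptk7. It reached 30.8 ± 23.1 in Wnt5a and 36.4 ± 25.9 in Wnt5a + anti-Ptk7. On PC2, the anti-Ptk7 cultures lay above their IgG controls, at 13.6 ± 10.6 against −23.0 ± 28.7 in SCM and at 24.9 ± 6.48 against −7.35 ± 10.5 in Wnt5a. SCM + IgG replicate 1 lay at −78.2 on PC2, and the other SCM + IgG libraries between −27.8 and −1.31.
The distance between the mean profiles of 2 conditions was taken over the same log2 CPM and tested with a two-sided exact permutation of the library labels, adjusted over the 15 pairs of conditions by the Benjamini-Hochberg method. Complete media and QCM were the closest pair, 42.3 apart (exact permutation p = 0.0216, adjusted p = 0.0216). Complete media lay 65.9 from SCM, 65.1 from SCM + anti-Ptk7, 81.0 from Wnt5a and 87.8 from Wnt5a + anti-Ptk7 (exact permutation p = 0.00216, adjusted p = 0.00325, for each of the 4 pairs). This p is the smallest that 6 libraries against 6 allow. QCM and SCM lay 48.9 apart (exact permutation p = 0.0108, adjusted p = 0.0116). The anti-Ptk7 cultures lay 53.0 from their IgG controls in SCM (adjusted p = 0.00325, exact permutation) and 48.8 in Wnt5a (adjusted p = 0.00812, exact permutation). For comparison, single libraries lay on average 57.4 from the mean of their condition in complete media, 52.9 in QCM and 62.7 in SCM. The alternative that moved the distance to QCM most was the scaling of genes to unit variance, with which it was 79.1 (adjusted p = 0.00999, exact permutation), and over the 500 most variable genes it was 19.7 (adjusted p = 0.0455, exact permutation; range over the alternatives 0.00295 to 0.0455).
Against complete media, 58 genes were DEGs in QCM, 55 of them higher and 3 lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). With the replicate number as a block, 166 genes were higher and 12 lower in QCM. Without complete media replicate 3 or 4, 38 or 37 genes were DEGs in QCM.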

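Against complete media, SCM raised 768 genes and lowered 174, and Wnt5a raised 1285 and lowered 291 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Both media raised 668 genes, which were 52.0% of the genes raised by Wnt5a and 87.0% of those raised by SCM. Both lowered 87 genes, which were 29.9% of the genes lowered by Wnt5a and 50.0% of those lowered by SCM. The share of Wnt5a-raised genes moved most with the reference, and was 8.25% where SCM was set against QCM in place of complete media. SCM raised 118 genes against QCM, and Wnt5a raised 106 of these, so the low share follows from the shorter list. Against complete media, the share of Wnt5a-raised genes was 37.5% without SCM + IgG replicate 1 and 64.5% without Wnt5a + IgG replicate 1.
Both comparisons use the same complete media libraries. In 20 simulations in which no condition differed from complete media, 0 genes were called in SCM or in Wnt5a, so 0 could be shared. These simulations therefore cannot show how far the shared libraries raise the overlap of called genes. In them the correlation across genes of the SCM and Wnt5a log2 fold changes lay between 0.493 and 0.535, against an observed 0.78. Genes are not independent replicates, so no p was taken from this correlation. When SCM and Wnt5a were each compared with different complete media libraries, in 20 divisions of the 6, the genes raised by both were 14.8% to 59.4% (median 33.2%) of those raised by Wnt5a and 52.2% to 82.6% (median 76.3%) of those raised by SCM.
Clu (chromosome 14, 65968483 to 65981547, GRCm38, protein coding) rose from 51.0 ± 29.8 CPM (SD, n = 6) in complete media to 1211 ± 563 in SCM and 3775 ± 2020 in Wnt5a. Its log2 fold change was 4.57 in SCM (standard error 0.465, adjusted p = 1.41e-08, edgeR's quasi-likelihood test) and 6.21 in Wnt5a (standard error 0.501, adjusted p = 6.21e-11). Genes were ranked among those called whose libraries did not overlap between conditions and whose mean log2 CPM was over 1. Within these limits, Ctse (chromosome 1, 131638306 to 131675505, protein coding) had the largest rise. Its log2 fold change was 5.29 in SCM (standard error 0.962, adjusted p = 0.00028, edgeR's quasi-likelihood test) and 8.07 in Wnt5a (standard error 0.912, adjusted p = 8.29e-08). Its level in complete media was 0.217 ± 0.436 CPM, and voom with limma did not call it in SCM (adjusted p = 0.248 with TMM; range over the alternatives 3.46e-09 to 0.248). Acsbg1, Mcpt2 and Pmp22 rose by 4.57, 4.45 and 4.40 on the log2 scale in SCM and were likewise not called there by voom with limma; Mcpt2 belongs to a multigene family between whose members the counting could split reads. In Wnt5a the log2 fold change was 6.64 for Acsbg1, 6.13 for Jam2 and 6.09 for Mcpt2. Within the same limits, Ntn4 (chromosome 10, 93640681 to 93747207, protein coding) had the largest fall in SCM, from 16.3 ± 2.09 CPM to 2.16 ± 1.36 CPM. Its log2 fold change was −2.90 in SCM (standard error 0.404, adjusted p = 6.56e-06, edgeR's quasi-likelihood test) and −1.62 in Wnt5a (standard error 0.376, adjusted p = 0.0018). Slc13a2 and Usp2 followed in SCM, with log2 fold changes of −2.38 and −1.84. The largest falls in Wnt5a within these limits were those of Gm12888 (−2.05), Mylk3 (−1.83) and Fam198b (−1.71), and the call of Fam198b was lost under glmTreat.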

Differential gene expression analysis revealed that close to half the genes induced by Wnt5a were also induced by SCM, while the majority of SCM-induced genes were also induced by Wnt5a, consistent with a major contribution of noncanonical Wnt signaling to the SCM-induced cystic organoid phenotype. 

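The effect of the antibody was tested directly, as anti-Ptk7 against IgG in the same medium. In SCM, anti-Ptk7 raised 90 genes and lowered 100, and in Wnt5a it raised 70 and lowered 67 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). With the replicate number as a block, the counts were 163 higher and 236 lower in SCM and 131 higher and 124 lower in Wnt5a. By voom with limma on quantile-normalized values, they were 124 higher and 102 lower in SCM and 101 higher and 97 lower in Wnt5a. The balance of higher and lower genes in SCM thus depended on the method. Without SCM + IgG replicate 1, anti-Ptk7 changed 105 genes in SCM, and 122 without SCM + anti-Ptk7 replicate 2; without Wnt5a + anti-Ptk7 replicate 5 it changed 81 genes in Wnt5a. The paper's text does not name the criterion that divided the DEGs by Ptk7 dependency. Here a DEG shared by SCM and Wnt5a was counted as Ptk7 dependent if anti-Ptk7 changed it in SCM in the opposite direction, past the same cutoffs. This held for 28 of the 755 shared DEGs, or 3.71% (95% Wilson interval 2.58% to 5.31%, which covers counting error over genes only), 27 of them raised by SCM and 1 lowered. With the replicate block it held for 138 of 921, or 15.0% (95% Wilson interval 12.8% to 17.4%). The value moved most with the definition. Counted as no longer a DEG in SCM + anti-Ptk7 against complete media, 348 of the 755 genes (46.1%) were Ptk7 dependent, and the corresponding number in Wnt5a + anti-Ptk7 was 88 (11.7%). In 20 simulations with no effect of the antibody, 19.5% to 24.3% of shared DEGs lost their call in SCM + anti-Ptk7 and 8.49% to 11.4% in Wnt5a + anti-Ptk7, and 0% were called by the direct test. The direct share was 6.39% without SCM + anti-Ptk7 replicate 1 and between 2.12% and 2.40% in 5 fits that left out complete media replicate 2, SCM + IgG replicate 1 or 6, or SCM + anti-Ptk7 replicate 2 or 3.
To measure the antibody effect in libraries not used to choose the genes, the shared DEGs were called without 1 replicate number and their mean log2 change from complete media, along the direction of the call, was taken in that replicate. The mean over the replicates was 1.31 ± 0.07 (SD, n = 6) in SCM and 1.03 ± 0.06 in SCM + anti-Ptk7. It was 1.63 ± 0.13 in Wnt5a and 1.59 ± 0.16 in Wnt5a + anti-Ptk7, and 0.54 ± 0.09 in QCM. Anti-Ptk7 changed it by −0.28 ± 0.08 in SCM, below 0 in 6 of 6 replicates (two-sided exact sign-flip permutation p = 0.0312, the smallest that 6 replicates allow; adjusted p = 0.0401, Benjamini-Hochberg over 9 measures). In Wnt5a the change was −0.04 ± 0.07, below 0 in 4 of 6 replicates (exact sign-flip permutation p = 0.219, adjusted p = 0.246). The 9 measures include levels of these genes against complete media, whose direction the choice of genes made likely. Over the antibody measures alone both adjusted p values would be higher, so they carry little weight.

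**Figure D1:**
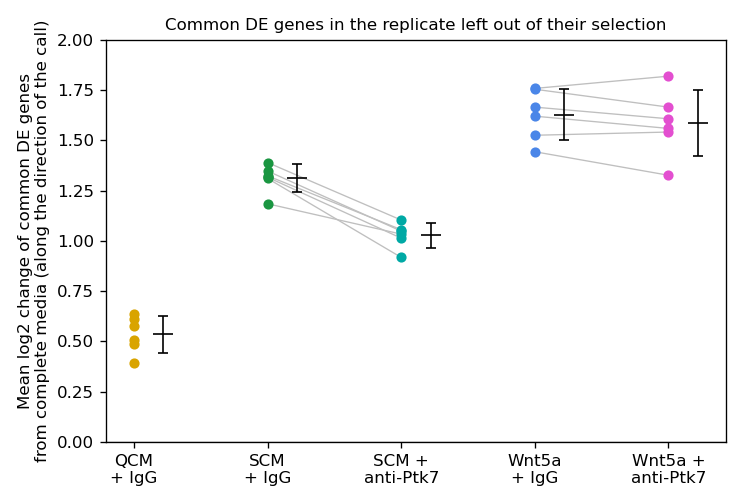
Mean log2 change from complete media, along the direction of the call, of the DEGs shared by SCM and Wnt5a, measured in the replicate left out of their selection (y axis) in QCM, SCM, SCM + anti-Ptk7, Wnt5a and Wnt5a + anti-Ptk7 (x axis). Points are the 6 replicates, grey lines join the IgG and anti-Ptk7 cultures of a replicate, and black bars give the mean ± SD; the change falls from 1.31 to 1.03 with anti-Ptk7 in SCM and lies at 1.63 and 1.59 in Wnt5a.

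Ptk7 itself (chromosome 17, 46564471 to 46629504, protein coding) was at 11.7 ± 1.97 CPM in complete media, 13.0 ± 4.82 in SCM and 20.2 ± 4.19 in Wnt5a. Its log2 fold change was 0.16 in SCM (standard error 0.254, adjusted p = 0.753, edgeR's quasi-likelihood test) and 0.79 in Wnt5a (standard error 0.253, adjusted p = 0.0216). The call in Wnt5a was lost without complete media replicate 4 (adjusted p = 0.0549) or Wnt5a + IgG replicate 1 (adjusted p = 0.0766), and under glmTreat (adjusted p = 0.834; range over the alternatives 0.00214 to 0.834). Anti-Ptk7 changed the Ptk7 transcript by −0.33 in SCM (standard error 0.254, adjusted p = 0.538) and by −0.05 in Wnt5a (standard error 0.248, adjusted p = 0.962). Genes were again ranked among those called whose libraries did not overlap between conditions and whose mean log2 CPM was over 1. Within these limits, the largest rise with anti-Ptk7 in SCM was that of Ccdc3 (chromosome 2, 5137776 to 5230878, protein coding). It rose from 5.27 ± 1.72 CPM to 17.7 ± 4.79 CPM, a log2 fold change of 1.76 (standard error 0.303, adjusted p = 0.000997, edgeR's quasi-likelihood test). Gm13421 (1.65), Hcn2 (1.59), Ccl20 (1.51) and Tnfsf13b (1.46) followed, all 4 without a call under glmTreat. In Wnt5a the largest rises within these limits were those of Grk3 (2.09), Mcoln3 (1.75), Dio1 (1.53), Cyp1a1 (1.50) and Ccdc3 (1.35), of which Dio1 kept its call under glmTreat. The largest falls in Wnt5a within these limits were those of Serpinb9b (−2.58), Tgm1 (−2.48) and Dmbt1 (−2.20), and these lost their call under glmTreat. Serpinb9b has paralogs with which the counting could share its reads. No gene had an antibody effect that differed between SCM and Wnt5a past the cutoffs (0 genes; 602 at an unadjusted p under 0.05). A block for the replicate number gave 3 genes, all higher, named here after their values were seen. The effect of anti-Ptk7 in Wnt5a less that in SCM was 0.70 for Clu (adjusted p = 0.0415, edgeR's quasi-likelihood test), 1.27 for Ctrb1 (adjusted p = 0.0415) and 0.98 for Glipr1 (adjusted p = 0.0275), and without the block the adjusted p of each was 0.999.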

Of genes differentially regulated by Wnt5a and SCM, about half were Ptk7 dependent, confirming a critical role for Ptk7 in the SCM-induced phenotype (Fig. 6c).

**Fig. 6:**
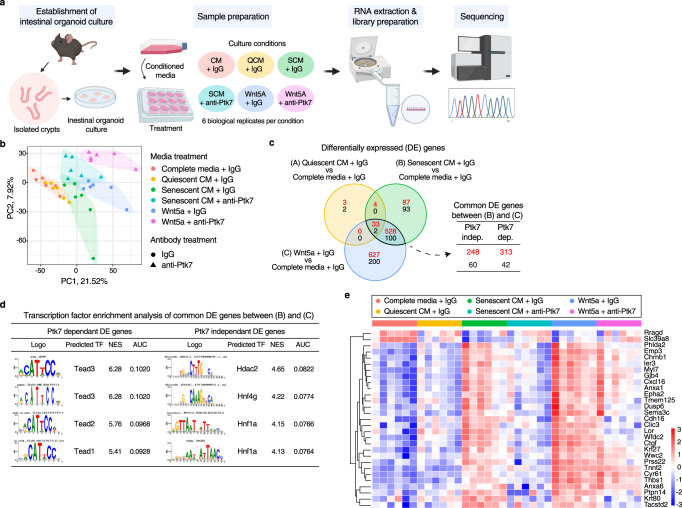
Transcriptomes of organoids shows enrichment of TEAD binding motifs among Ptk7-dependent DE genes. **a** A diagram showing the workflow of intestinal organoid culture, media treatments, sample preparation, and RNAseq. The figure was created with BioRender.com. **b** Principal component analysis (PCA) of RNAseq results from the indicated organoids. Each point represents individual samples, and sample groups are indicated by using different colors as indicated in the legend provided. **c** Venn diagram showing overlap in differentially expressed genes (DEGs) between the indicated conditions. Numbers of DEGs upregulated and downregulated are shown in red and black, respectively. FDR < 0.05 and fold change >1.5 were used to acquire the list of DEGs. Overlapping DEGs from SCM and Wnt5a treated organoids were further divided into two groups by Ptk7 dependency. **d** Transcription factor enrichment analysis of common DEGs from (**c**) using i-cisTarget. Highly enriched motifs and predicted transcription factors for Ptk7-dependent and independent DEGs were ranked by normalized enrichment score (NES). **e** Heatmap showing expression of selected Ptk7-dependent DEGs with TEADs binding motifs in different conditions. Heatmaps of Ptk7-dependent DEGs with different TEAD binding motifs (TEAD 1–4) are found in Supplementary Fig. 6a–d. See also Fig. S6.

Transcription factor binding motif analyses using i-cisTarget^95,96^ revealed a clear difference between Ptk7-dependent and -independent differentially expressed genes (DEGs). Ptk7-dependent DEGs displayed strong enrichment for TEAD binding motifs, whereas Ptk7 independent DEGs showed enrichment for Hdac2, Hnf4g and Hnf1a binding motifs (Fig. 6d). Most Ptk7-dependent DEGs with TEAD binding motifs increased expression in response to SCM or Wnt5a, and are known YAP target genes (Fig. 6e, Supplementary Fig. 6a–d).

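The 29 genes of the heatmap in Fig. 6e were all among those tested. Against complete media, SCM raised 27 of them and lowered 1, Slc39a8, and Wnt5a raised 26 and lowered 2, Slc39a8 and Rragd (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted over all genes tested). Adjusted over the list alone, the counts were 27 higher and 1 lower in SCM and 27 higher and 2 lower in Wnt5a. Rragd fell by 0.58 on the log2 scale in SCM, which is below the fold-change cutoff. Krt80 rose by 0.91 in Wnt5a (adjusted p = 0.105), and was called there by voom with TMM (adjusted p = 0.0343). The median log2 fold change of the 29 genes was 1.69 in SCM and 2.05 in Wnt5a.
With anti-Ptk7 in SCM, 27 of the 29 genes had lower values, with a median log2 fold change of −0.96, and 7 were called, all lower. These were Emp3, Lor, Wfdc2, Ccn2, Prss22, Thbs1 and Krt80. With the replicate number as a block, 22 were called in the direction opposite to their change in SCM. Adjusted over the list alone, 23 were lower and 1 higher; the study chose the list on these samples, so this count is not independent evidence. Under glmTreat, which tests for a fold change over 1.5, 0 of the 29 were called and 11 had an unadjusted p under 0.05. With anti-Ptk7 in Wnt5a, the median was −0.68 and 4 genes were called lower, Clic3, Lor, Wfdc2 and Ccn2 (10 adjusted over the list alone).
Ccn2, named Ctgf in Fig. 6e (chromosome 10, 24595442 to 24598683, protein coding), was at 9.87 ± 7.59 CPM (SD, n = 6) in complete media, 47.5 ± 21.8 in SCM and 8.48 ± 5.26 in SCM + anti-Ptk7. Its log2 fold change was 2.27 in SCM (standard error 0.512, adjusted p = 0.0027, edgeR's quasi-likelihood test) and −2.50 with anti-Ptk7 in SCM (standard error 0.517, adjusted p = 0.00554). In Wnt5a it rose to 90.9 ± 57.0 CPM, a log2 fold change of 3.21 (standard error 0.525, adjusted p = 3.63e-05), and in Wnt5a + anti-Ptk7 it was at 25.1 ± 16.0 CPM, a log2 fold change of −1.86 (standard error 0.49, adjusted p = 0.0306) that lost its call when any of 7 libraries was left out. The antisense gene Gm15270 (chromosome 10, 24549441 to 24597108, processed transcript) overlaps Ccn2 and fell by 2.90 on the log2 scale with anti-Ptk7 in SCM; whether the counting used the strand is not named in the paper's text, so the counts of these 2 genes are uncertain. Ccn1, named Cyr61 in Fig. 6e (chromosome 3, 145646976 to 145649981, protein coding), rose from 19.4 ± 6.36 CPM to 65.7 ± 24.2 in SCM, a log2 fold change of 1.75 (standard error 0.281, adjusted p = 5.38e-05), and was at 37.4 ± 12.1 CPM in SCM + anti-Ptk7. That fall, −0.81 (standard error 0.271, adjusted p = 0.102), was not called, and with the replicate block the adjusted p was 0.00548. Prss22 fell by 2.27 with anti-Ptk7 in SCM (adjusted p = 0.0101), and its call was lost when the fit held only the groups compared (adjusted p = 0.0813; range over the alternatives 0.000638 to 0.142). Thbs1 rose by 1.84 in SCM and 2.97 in Wnt5a, and fell by 1.09 with anti-Ptk7 in SCM (standard error 0.289, adjusted p = 0.0325), a call that was lost in 7 of the 12 fits that left out 1 of the libraries compared. The call of Lor in SCM was lost in 4 of 12 such fits (highest adjusted p 0.0955, without SCM + IgG replicate 1) and that of Wfdc2 in 1 of 12 (adjusted p = 0.0709, without the same library); Wfdc2 also lost it when the fit held only the groups compared (adjusted p = 0.0634). In Wnt5a the calls of Lor and Clic3 were each lost in 9 of 12 (highest adjusted p 0.0903 and 0.079, both without Wnt5a + IgG replicate 1).
The paper reasons from the genes shared by SCM and Wnt5a to noncanonical Wnt signaling, and from the effect of anti-Ptk7 on them to a role of Ptk7. The TEAD motifs among the Ptk7-dependent DEGs and the rise of these genes in SCM or Wnt5a are part of the basis on which it proposes elevated YAP/TEAD activity as a possible origin of the cystic organoids; its single-nucleus data, not analysed here, are another part.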

A role for YAP in SCM-mediated effects in organoids was supported by our snRNA-seq analysis. While we did not see any clear changes in ISC/CBC specific genes, we observed an overall increase of YAP target gene expression across different clusters (Supplementary Fig. 6e–h). Increase of YAP target gene score compared to ISC/CBC signature was particularly noticeable in the fetal signature gene expressing cell cluster (Supplementary Fig. 6i, j). YAP activation promotes expression of genes constituting a fetal signature in intestinal organoids and in the injured intestinal epithelium^53,97–99^. Consistently, we observed expression of several fetal signature genes in cells with high YAP target gene expression (Supplementary Fig. 6k).

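In the organoid RNAseq data, a list of 22 YAP/TAZ target genes taken from general knowledge, 3 of which are also among the genes of Fig. 6e, was tested, and 18 of its genes passed the expression filter. Against complete media, 9 of them were called in SCM and 13 in Wnt5a, all higher (edgeR's quasi-likelihood test; 12 and 13 adjusted over the list alone). Their median log2 fold change was 1.19 in SCM and 1.83 in Wnt5a, and 16 of the 18 rose in each medium. As a set they shifted upward in SCM (adjusted p = 1.68e-06) and in Wnt5a (adjusted p = 5.32e-09; limma's camera with an inter-gene correlation of 0.01, Benjamini-Hochberg over 90 tests of 15 lists). Both shifts held under limma's fry (adjusted p = 0.000121 and 3.87e-07), and neither held when camera estimated the correlation of the genes (adjusted p = 0.134 and 0.117). In QCM the median was 0.28 (adjusted p = 0.0665, camera), and with the replicate number as a block the upward shift in QCM was called (adjusted p = 0.00684). SCM against QCM gave a median of 0.90, 3 genes called (6 adjusted over the list alone), an adjusted p of 8.36e-06 from camera and of 0.00732 from fry, and this shift likewise did not hold when camera estimated the correlation (adjusted p = 0.134). With anti-Ptk7 in SCM, 13 of the 18 genes fell and the median was −0.27 (adjusted p = 0.0403, camera), with 1 gene called, Ccn2 (3 adjusted over the list alone); this shift did not hold under fry (adjusted p = 0.147). With anti-Ptk7 in Wnt5a, 11 of the 18 fell and the median was −0.09 (adjusted p = 0.395, camera), with 1 gene called, again Ccn2. Whether these 2 antibody shifts differ from each other was not tested for the list.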

Altogether, these data suggest that the cystic organoid phenotype caused by Ptk7 or Wnt5a may result from elevated YAP/TEAD activity. This hypothesis was supported by the relative nuclear localization of YAP in SCM or QCM exposed organoids. Active YAP translocates to the nucleus to form a complex with TEADs^48^. Whole mount immunostaining showed that YAP localizes mainly to the cytosol in budding organoids in QCM (Fig. 7a, top). However, cystic organoids in SCM or after Wnt5a treatment displayed increased nuclear localization of YAP (Fig. 7a, middle and bottom). Interestingly, organoid morphology correlated strongly with YAP localization. In rare cystic organoids in QCM, YAP also localized to the nucleus, while the few normally budding organoids after SCM or Wnt5a treatment exhibited cytosolic YAP (Supplementary Fig. 7a, b). Additionally, the morphological changes observed after switching CM corresponded to the nuclear localization of YAP (Supplementary Fig. 7c). This finding is consistent with the reported need for heterogeneous YAP activation for symmetry breaking in organoids^21^, and suggests that constitutive YAP activation and YAP/TEAD target gene expression may cause the cystic organoid phenotype.

**Fig. 7:**
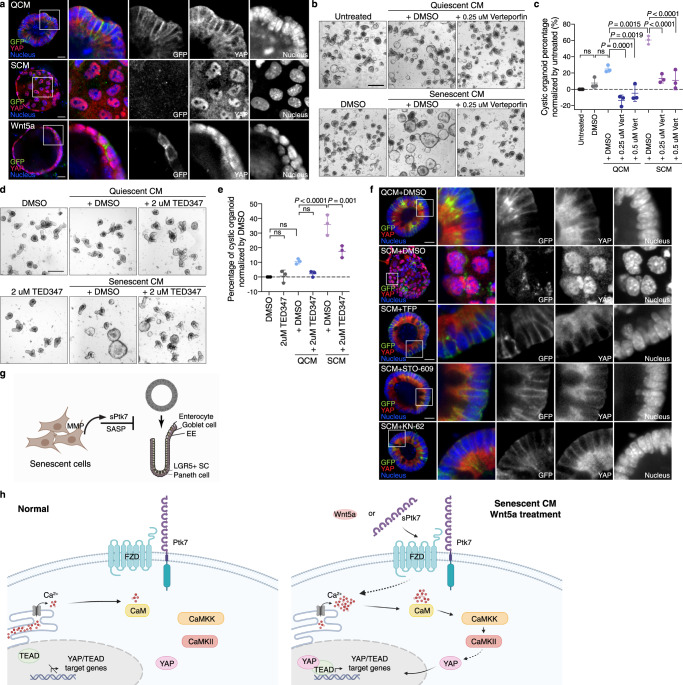
Correlation between nuclear YAP localization and cystic organoid morphology and connection to Ca^2+^ signaling. **a** Whole mount immunostaining of organoids for YAP. Organoids established from Lgr5-DTR-GFP mice were stained for GFP, YAP, and nucleus in green, red, and blue respectively. Representative images of an organoid from each condition are shown. *n* = 8 per each condition. Enlarged images of boxed area are shown at the right. Scale bar: 20 μm. **b** Representative images of organoids cultured in QCM or SCM with DMSO or verteporfin. Scale bar: 200 μm. **c** Quantification of data from (**b**). The percentage of cystic organoids in organoids cultured in conditioned media is presented as means ± s.d. **d** Representative images of organoids cultured in QCM or SCM with DMSO or TEAD inhibitors. Scale bar: 200 μm. **e** Quantification of data from (**d**). The percentage of cystic organoids in organoids cultured in conditioned media is presented as means ± s.d. In (**c**) and (**e**), each dot represents a result from organoids established from a mouse, *n* = 3. One-way ANOVA followed by Tukey’s post-hoc multiple comparison tests. **f** Whole mount immunostaining of organoids for YAP in organoids treated with QCM or SCM with DMSO, TFP, STO-609, or KN-62. Scale bar: 20 μm. Enlarged images of boxed area are shown on the right. **g** Model for the disruption of organoid differentiation by sPtk7 secreted by senescent cells. Senescent cells shed sPtk7 through the action of Matrix metalloproteinases (MMPs), disrupting crypt formation and epithelial cell differentiation in intestinal organoids. **h** In contrast to normal condition, the presence of sPtk7 or Wnt5a stimulates Ca^2+^ signaling in intestinal epithelial cells. Activation of the CaM/CaMKK/CaMKII pathway promotes translocation of YAP to the nucleus where it binds to TEADs and upregulates YAP/TEAD target genes. These changes in gene expression affect stem cell differentiation, resulting in cystic organoid morphology. **g** and **h** were created with BioRender.com. See also Fig. S7. Source data are provided as a Source Data file.

### Inhibition of YAP reverses cystic phenotype

To test this hypothesis, we asked whether inhibition of nuclear YAP rescues the cystic organoid phenotype. Verteporfin is a small molecule that inhibits YAP^100^. Verteporfin strongly reduced the cystic organoid percentage due to QCM and SCM (Supplementary Fig. 7d, Fig. 7b, c). We also used an irreversible covalent TEAD inhibitor, TED347, which blocks TEAD binding to YAP^101^. Similar to verteporfin, TED347 reduced the percentage of cystic organoids (Fig. 7d, e).

Ca^2+^ signaling has been implicated in the regulation of YAP, but the effect of perturbing cytosolic [Ca^2+^] on YAP nuclear translocation may be context-dependent^102^. To test whether Ca^2+^ signaling regulates YAP localization downstream of SCM/sPtk7/Wnt5a in organoids, we inhibited CaM, CaMKK and CaMKII using TFP, STO-609 and KN-62, respectively. Inhibition of these Ca^2+^ signaling components reversed SCM- or Wnt5a-induced nuclear translocation of YAP (Fig. 7f), as well as the cystic organoid phenotype (Fig. 5j–m). Together, our results demonstrate that noncanonical Wnt-Ca^2+^ signaling promotes YAP/TEAD activation in intestinal stem cells, resulting in the cystic morphologies adopted by organoids exposed to SCM or Wnt5a.

## Discussion

The aging intestinal epithelium displays reduced regenerative capacity. Several age-dependent changes such as reduced Wnt signaling, elevated Cdc42 activity, and metabolic changes have been suggested to cause reduced intestinal stem cell activity in the intestinal crypt^36,37,103–106^. At the same time, aging is associated with dramatically increased colorectal cancer incidence, likely resulting from intestinal stem cell deregulation. Whether and how senescent cells contribute to these changes in intestinal homeostasis remains unclear.

Our data suggest a possible role for the SASP in the age-related deregulation of ISC function and differentiation (Supplementary Fig. 6l, m). The SASP (including factors like sPtk7, which are not technically secreted but are shed as a consequence of senescent cell surface remodeling) is believed to be a critical part of the contribution of senescent cells to age-related disease, primarily by influencing the tissue microenvironment and spreading senescence through a “bystander effect”^107–111^. Accordingly, selective elimination of senescent cells improves many aging symptoms and disease phenotypes^2,3,8,9,112^. Many SASP components have been identified using proteomic and transcriptomic methods^13,16,17,109,113–115^. However, how individual SASP factors influence the tissue microenvironment and contribute to tissue dysfunction is incompletely understood. Our study identifies sPtk7 as a critical SASP factor that has a direct and reversible impact on intestinal stem cell proliferation and differentiation (Fig. 7g, h).

Ptk7 has previously been identified as a surface marker of human colonic stem cells, with cells expressing high levels of Ptk7 displaying the highest self-renewal and re-seeding capacity in 3D organoid culture^116^. Our data show that Ptk7 is also expressed in fibroblasts and epithelial cells of the mouse small intestine, and that shedding of the N-terminal domain of Ptk7 is increased in the gut of old mice. Of note, we did not detect sPtk7 in the serum of mice at any age, suggesting that sPtk7 acts locally rather than systemically. Accordingly, we have found in a recent study that the N-terminal domain of the Ptk7 orthologue Otk is shed from enteroendocrine cells after intestinal epithelial injury, and acts locally to attract migrating stem cells to the site of damage^68^.

Our co-culture experiments of intestinal organoids with senescent intestinal fibroblasts further show that fibroblast-derived Ptk7 impacts differentiation of intestinal stem cells, causing a cystic organoid phenotype. How this effect on intestinal stem cells influences epithelial homeostasis and regeneration remains to be established.

Previous studies have observed cystic intestinal organoid morphology after activation of β-catenin-dependent canonical Wnt signaling^117–120^. Our data indicate a distinct difference between Wnt3a and Wnt5a. Wnt5a can induce the cystic organoid phenotype by activating noncanonical Wnt/Ca^2+^ signaling. sPtk7 phenocopies these Wnt5a-mediated effects, acting through Ca^2+^ and YAP/TEAD signaling. Mechanistically, our data provide evidence for a possible ternary complex between sPtk7, Wnt5a and FZD7, where Wnt5a mediates the interaction between FZD7 and cell surface Ptk7. The ternary complex is required for cystic organoid formation, as inhibition of either FZD or Ptk7 suppresses the Wnt5a-induced cystic organoid phenotype. Wnt5a is known to play a role in intestinal development and wound healing^121–123^. Additional studies to explore if Ptk7 similarly influences intestinal development and wound healing will be of interest in the future.

At the molecular level, it is conceivable that sPtk7 acts similarly to Wnt5a, a notion that is supported by the fact that the fly orthologue of Ptk7 can form homo-oligomers and bind to FZD1/2 via its N-terminal domain^79^. It is also possible that a yet to be identified cell surface co-receptor inhibits ternary Wnt/FZD7/Ptk7 complex formation by sequestering cell surface Ptk7, and that sPtk7 binds this co-receptor to liberate cell surface Ptk7 and enable or promote complex formation with Wnt/FZD7 (especially at low endogenous Wnt concentrations). In such a scenario, recombinant Wnt5a (high Wnt) might force ternary complex formation without the need for secreted Ptk7.

Our observation of cytosolic [Ca^2+^] oscillations in mammalian intestinal epithelial cells is reminiscent of [Ca^2+^] oscillations found to regulate stem cell quiescence in the fly intestinal epithelium^91^. Supporting the proposed role of sPtk7 in modulating Wnt5a-mediated signaling, we find that sPtk7 and Wnt5a modulate cytosolic Ca^2+^ oscillations, while Wnt3a does not. Interestingly, inhibition of Ptk7 strongly suppressed baseline Ca^2+^ oscillations, suggesting a role for Ptk7 in maintaining homeostatic Ca^2+^ signaling. Further studies are needed to fully explore the role of Ptk7 in Ca^2+^ signaling in stem cells during homeostasis and regeneration.

In intestinal organoids, our data indicate a critical role for Ca^2+^/CaM/CaMKK/CaMKII signaling in promoting constitutive nuclear translocation of YAP and YAP/TEAD target gene expression after Wnt5a/sPtk7 exposure. It remains to be established, however, whether this influence of Ca^2+^ signaling on YAP nuclear translocation is direct or whether it is a consequence of more general cellular changes triggered by elevated cytosolic [Ca^2+^]. The constitutive activation of YAP/TEAD target expression causes the cystic phenotype, consistent with reports from early organoid development in which abnormal YAP activation prevents symmetry breaking and results in spheroid organoids^21^.

We propose an impact of YAP activation on epithelial cell differentiation, as exposure to SCM resulted in reduced numbers of differentiated cell types, especially of cells in the secretory lineage, as well as the induction of a fetal gene signature. Accordingly, loss of differentiated cell types and induction of fetal genes has been reported when YAP is activated in the mouse intestine^51,52,54^. This activation of YAP is important for tissue regeneration, and we propose that the observed sPtk7-mediated YAP activation also regulates epithelial regeneration in young animals. Such a role for sPtk7 would be consistent with the recently described function of the *Drosophila* orthologue of Ptk7, Otk^68^. After tissue injury, the N-terminal domain of Otk is shed from enteroendocrine cells and promotes noncanonical Wnt signaling in nearby intestinal stem cells, promoting their migration to the site of injury. Our data suggest that such an evolutionarily conserved role for transient release of sPtk7 during regeneration results in tissue dysfunction in aging animals, where chronic exposure to elevated sPtk7 (as observed in our study) would prevent proper cell differentiation of the epithelium. Future studies exploring the effects of sPtk7 during tissue regeneration in the young and old mouse intestine will be of interest.

The specific loss of Olfm4+ SCs over Lgr5+ SCs we observed is interesting in this context. While both Lgr5 and Olfm4 are stem cell markers, Lgr5 is a downstream target of canonical Wnt signaling, whereas the expression of Olfm4 is induced by Notch signaling in intestinal stem cells^124^. While this would indicate a repression of Notch activity in SCM exposed crypts, the reduced differentiation of secretory cells is reminiscent of activated Notch signaling^125–127^. Clearly, the interaction between Ptk7/FZD/Ca^2+^/YAP signaling and Notch signaling in intestinal stem cells and their daughter cells is an interesting topic for further study. It will be important to evaluate whether and how such an interaction causes differentiation defects or skewed cell fate decisions in the ISC lineage.

The SASP has been postulated as a main culprit for tissue dysfunction in aging and disease, in part because proinflammatory factors that are part of the SASP can cause excessive immune cell recruitment/activation and consequential tissue damage. Notably, however, disruption of normal differentiation in the ISC lineage by SASP factors in our model occurs in the absence of immune cells. Our data thus reveal that factors secreted by senescent cells can also have direct effects on epithelial regeneration and stem cell function, effects that potentially contribute to age-related tissue dysfunction and oncogenic transformation.

## Methods

### Mice

All mice were used in accordance with protocols approved by Genentech’s Institutional Animal Care and Use Committee and adhere to the NRC Guidelines for the Care and Use of Laboratory Animals. C57BL/6 (JAX:000664), GCaMP6f (JAX:030328)^128^, and ROSA26-tdTomato (JAX:007914)^129^ mice were purchased from the Jackson Laboratory. Three- to four-month-old male C57BL/6 mice (CRL:027) and 16–18 months old male C57BL/6 mice (CRL:701) were purchased from Charles River laboratories and further aged until 28–30 months of age. Ptk7^fl/fl^ (Gene ID: 71461) mice were purchased from genOway. Lgr5^DTR/EGFP^ and Lgr5^CreERT2^ mice were generated previously previously^130^, and GCaMP6f; ROSA26-tdTomato mice were crossed with Lgr5^CreERT2^ mice to enable expression in Lgr5+ intestinal stem cells and their progeny.

### Mouse embryonic fibroblast culture

Mouse embryonic fibroblasts (MEFs) were purchased from Sigma (#PMEF-CFL) or isolated from Ptk7^+/fl^ and Ptk7^fl/fl^ embryos using the Mouse embryonic Fibroblast Isolation Kit (Thermo Fisher Scientific, #88279). For Ptk7^+/fl^ and Ptk7^fl/fl^ MEFs, TAT-CRE Recombinase (Sigma-Aldrich, #SCR508) was used to induce deletion of *Ptk7*. MEFs were cultured in Dulbecco’s Modified Eagle Medium (DMEM; #D6429) supplemented with 10% fetal bovine serum (FBS; Thermo Fisher Scientific, #2614079) and 1% penicillin and streptomycin (5000 U/mL and 5000 μg/mL each; Thermo Fisher Scientific, #15070063) at 37 °C and 5% CO_2_. Once cellular quiescence or senescence was induced, MEFs were maintained at 37 °C, 5% CO_2_, and 3% O_2_ until conditioned media were collected.

### Induction of quiescence and senescence

MEFs were split a day before induction of quiescence or senescence. To induce quiescence, MEFs were cultured in low serum (DMEM supplemented with 0.5% FBS and P/S at 37 °C, 5% CO_2_, and 3% O_2_ for 2 days. Cellular senescence was induced by X-ray irradiation (total 10 Gy) or 250 nM doxorubicin treatment for 3 days (doxorubicin; Sigma-Aldrich, #44583). After X-ray irradiation and change to fresh culture media (DMEM supplemented with 10% FBS and 1% P/S), MEFs were cultured at 37 °C, 5% CO_2_, and 3% O_2_ for 9 days. For doxorubicin treatment, cells were maintained at 37 °C, 5% CO_2_ during the 3-day doxorubicin treatment. Then, MEFs were washed with serum-free DMEM twice and cultured in DMEM supplemented with 10% FBS and 1% P/S at 37 °C, 5% CO_2_, and 3% O_2_ for 6 days. Culture media was changed every 2–3 days.

### Collection of conditioned media

Twenty-four hours before collecting conditioned media (CM), MEFs were washed with serum-free DMEM twice, and serum-free DMEM was added. After 24 h in serum-free DMEM, this CM was collected, filtered using Steriflip filters (Millipore, #SE1M179M6) to remove cell debris, and concentrated using centrifugal filter units (Amicon ultra-15 centricon; Millipore, # UFC900324). To collect CM without sPtk7, TAPI-1 (Millipore, #59053) or GM6001 (Sigma-Aldrich, #364206) containing serum-free DMEM instead of serum-free DMEM was added to the cells. To inhibit Wnt secretion, IWP-L6 (Sigma-Aldrich, #504819) containing serum-free DMEM instead of serum-free DMEM was added to the cells. CM was filtered and dialyzed for 24–48 h to remove the inhibitors before concentration. Concentrated CM from equal numbers of MEFs was mixed with IntestiCult Organoid Growth Medium (Stem Cell Technologies, #06005) and added to the organoid cultures.

### SA-β-Gal staining

Staining was performed with the Senescence Detection Kit (Abcam, #ab65351) following the manufacturer’s protocol. Briefly, MEFs were fixed for 15 min with 1× fixation solution, washed with PBS, then stained overnight at 37 °C in 1× staining solution. Brightfield images were captured on the Zeiss Axio Imager M2 microscope.

### Mouse intestinal organoid culture

The jejunum part of the small intestine was removed, flushed with PBS, opened longitudinally, then cut into 0.5 cm pieces. The collected tissues were washed with ice cold PBS multiple times by vortexing and incubated in PBS containing 2.5 mM EDTA for 5 min at 37 °C. After gentle shaking and aspiration, tissues were incubated in PBS containing 5 mM EDTA for 7 min at 37 °C. Tissues were then washed with PBS to remove EDTA and vigorously shaken to release crypts. The released crypts were passed through 70 μm strainers, washed with PBS, and pelleted by centrifugation at 200 × *g*. Resuspended crypts were mixed with Matrigel (Corning, #356231; Lot#8218007) and pipetted into culture plates. After mixture of crypts and Matrigel solidified, IntestiCult Organoid Growth Medium (Stem Cell Technologies, #06005; Lots #1000021927, #1000034230, #1000037372) was added. Seven days after seeding, organoids were resuspended in dissociation buffer (Gentle Cell Dissociation Reagent; Stem Cell Technologies, #07174), dissociated by pipetting, and seeded for experiments.

### Brightfield imaging of organoids and quantification

3-4 biological replicates of organoids from different mice were used per condition. Organoids were cultured in the indicated media, inhibitors, antibodies and/or recombinant proteins for 5 d and fixed in 4% formaldehyde in PBS. Organoids were imaged with a 4× Plan Fluor objective (NA: 0.13, Nikon) on a Nikon Ti-E inverted microscope equipped with a Neo scMOS camera (Andor, Oxford Instruments), a linear encoded automated stage (Applied Scientific Instrumentation), all run by NIS Elements software (Nikon). Organoids were imaged in brightfield and images covering the whole well were stitched and focused into one image projection with an extended depth of focus module (EDF; Nikon). One hundred to 200 organoids per replicate per condition were counted and used for quantification. The number of budding organoids in each condition was normalized by the number of budding organoids in untreated or DMSO treated controls to calculate cystic organoid percentage:

1 $$	{{{{{\rm{Cystic}}}}}}\,{{{{{\rm{organoid}}}}}}\,{{{{{\rm{percentage}}}}}}\\ 	\,=100\times \left(1-\frac{{Number}\,{of}\,{budding}\,{organoids}\,{from}\,{experiment}}{{Number}\,{of}\,{budding}\,{organoids}\,{from}\,{control}}\right)$$

### Induction of quiescence and senescence of mouse intestinal fibroblasts and co-culture with intestinal organoids

Mouse intestinal fibroblasts were purchased from Cell Biologics (#C57-6231) and cultured in Complete Fibroblast Medium (Cell Biologics, M2267) at 37 °C and 5% CO_2_. Cellular quiescence and senescence in mouse intestinal fibroblasts were induced by the similar methods described earlier for MEFs with minor modifications. Briefly, cellular quiescence was induced by culturing the fibroblasts in low serum (0.5% FBS), and cellular senescence was induced by 500 nM doxorubicin treatment for 5 days (doxorubicin; Sigma-Aldrich, #44583). Once cellular quiescence or senescence was induced, MEFs were maintained at 37 °C, 5% CO_2_, and 3% O_2_ for another 5 days. The quiescent or senescent fibroblasts were dissociated using 0.05% Trypsin-EDTA (Gibco, #25300-054) and counted for seeding. The same number of quiescent and senescent fibroblasts (5.2 × 10^4^ cells) were mixed with intestinal organoids making total volume of 20 μl of Matrigel: organoid culture media mix, which was mounted on a 48 well plate.

### Colony forming efficiency assay

Two millimolar EDTA in PBS was added to organoids to break Matrigel. Collected organoids were pelleted by centrifugation, washed with PBS, pelleted again, and incubated in prewarmed TrypLE Express (Gibco, #12604-013) for 8 min. The digestion was stopped by adding serum containing DMEM/F12, and the number of cells was assessed. 1 × 10^4^ cells were seeded in total volume of 20 μl of Matrigel: organoid culture media mix per well in a 48 well plate. Once Matrigel was solidified, organoid culture media was added.

### H&E and immunofluorescence stains

Organoids were paraformaldehyde-fixed and paraffin-embedded using standard procedures. The H&E Stain Kit (Abcam, #ab245880) was used following the manufacturer’s manual. For Ki67 and pH3 antibody stains, sections were incubated for 15 min in citrate buffer, blocked in normal donkey serum, and incubated with primary antibodies overnight. Sections were then incubated with fluorescent secondary antibodies and applied with ProLong Diamond Antifade Mountant (Invitrogen, # P36970). Images were acquired with a Zeiss LSM 710. Information on antibodies is listed separately.

### Whole mount imaging of organoids and quantification of different cell types

For whole mount staining, freshly passaged crypts were mixed with Matrigel (Corning, #356231) and mounted to µ-Slide 8 well chamber slides (ibidi, #80826). Media were changed every 2–3 d. 5 days later, organoids in the chamber slides were then fixed in 4% formaldehyde in PBS for 30 min, permeabilized with 0.5% Triton X-100 for 1 h, and incubated in blocking solution (3% normal donkey serum (Sigma-Aldrich, #566460) and 5% BSA (Sigma-Aldrich, #A7979) in 0.1% Triton X-100 + PBS) for 1 h. Primary and secondary antibodies were diluted in blocking solution and added to fixed organoids. Organoids were incubated with primary antibodies overnight at 4 °C and with secondary antibodies for 2 h. ProLong Diamond Antifade Mountant (Invitrogen, # P36970) was added. Images were acquired with a Yokogawa CSU-W1/Zeiss 3i Marianas spinning disk confocal microscopy system. For each organoid, Z-planes up to 100 μm with 1 or 1.5 μm z-steps were acquired to quantify the number of cell types.

### Quantitative PCR (qPCR)

RNA was isolated using the RNeasy Plus Mini Kit (Qiagen, #74134) following the manufacturer’s instructions. cDNA was synthesized using iScript cDNA Synthesis Kit (Bio-Rad, #1708890) and used in standard qPCR reactions utilizing TaqMan assays (Thermo Fisher Scientific, probes listed separately) for target genes and TaqMan Universal PCR Master Mix (Thermo Fisher Scientific, #4326708). qPCR reactions were run on the QuantStudio 6 Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific) at the following thermal cycling conditions: 30 min at 48 °C followed by 10 min at 95 °C and 40 cycles of 10 s at 95 °C and 1 min at 60 °C. Data were normalized to the housekeeping gene GAPDH.

### Immunofluorescence staining and in situ hybridization of the mouse intestine

Mouse large intestine tissues were harvested and fixed in 10% neutral buffered formalin for 24 h. Fixed tissues were then washed and processed for paraffin embedding. Formalin-fixed paraffin-embedded tissues were sectioned at 5 μm thickness and used for immunofluorescence staining and in situ hybridization. For immunofluorescence staining, sections were deparaffinized and processed using Target retrieval solution (Dako, #S1700). The sections were then blocked in 3% normal donkey serum, incubated with primary and secondary antibodies, and mounted using ProLong Diamond Antifade Mountant (Invitrogen, # P36970). In situ hybridization was performed using RNAscope mouse Ptk7 probe (ACD, #429191) and reagents (RNAscope 2.5 HD Reagent Kit; ACD, #322350) following the manufacturer’s instructions.

### Proteomic sample preparation

MEFs were cultured as above, with the exception that CM was prepared by incubating MEFs with DMEM without phenol red (Gibco, #31053-028) for 24 h. Filtered CM was snap-frozen and stored at −80 °C after addition of complete protease inhibitors (Roche, #11836170001). Samples thawed on ice were additionally filtered using 70 kDa cutoff centrifugal filters (Millipore, #UFC700308). The filtrate was concentrated using 3 kDa cutoff Centricon-Plus 70 centrifugal filters to 60 ml. Additional complete protease inhibitors were added and then the concentrate was dialyzed against three changes of 4 L of 20 mM Tris, 100 mM NaCl, 5 mM EDTA, pH 8.0 at 4 °C. Samples were then loaded onto a HiTrap Q HP column (Millipore, #GE29-0513-25) equilibrated with 20 mM Tris, 5 mM EDTA, pH 8.0. The flowthrough fraction was buffer exchanged via repeat dilution with PBS and concentration on 3 kDa cutoff filters, and loaded onto an albumin pre-coated Superdex-200 gel filtration column (Millipore, #GE28-9909-44). Sets of pooled fractions were tested for ability to promote the cystic organoid phenotype. The separated SASP fractions, containing ~2–4 µg of proteins, were concentrated from 400 µL to 25 µL using 0.5 mL centrifugal filters, after which the samples were loaded on a 1D SDS–PAGE system. The gel bands were diced and collected in tubes, and vortexed several times in dehydration buffer (25 mM ammonium bicarbonate in 50% acetonitrile and water). The samples were concentrated to dryness (speedvac), reduced with 10 mM dithiothreitol and incubated for 1 h at 56 °C with agitation. They were subsequently alkylated with 55 mM iodoacetamide and incubated for 45 min at room temperature in the dark. The diced gels pieces were washed with 25 mM ammonium bicarbonate in water, and then dehydrated once again with the dehydration buffer. The samples were then concentrated to dryness (speedvac) after which they were incubated with 250 ng trypsin for 30 min at 4 °C, then digested overnight at 37 °C with agitation. The digestions were extracted first with water and subsequently with 50% acetonitrile and 5% formic acid in water. After each step the supernatant was collected into a new tube, and pooled peptide extractions were concentrated for 2 h to dryness (speedvac), then re-suspended in 0.2% formic acid. The re-suspended samples were desalted with C18 Zip Tips, concentrated (speedvac) and re-suspended in a solution containing “Hyper Reaction Monitoring” (Biognosys) indexed retention time peptide standards (iRT) and 0.2% formic acid in water.

### Mass spectrometry

Samples were analyzed by reverse-phase HPLC-ESI-MS/MS using an Eksigent Ultra Plus nano-LC 2D HPLC system (Dublin, CA) with a cHiPLC system (Eksigent) directly connected to a quadrupole time-of-flight (QqTOF) TripleTOF 6600 mass spectrometer (SCIEX, Concord, CAN). After injection, peptide mixtures were loaded onto a C18 pre-column chip (200 µm × 0.4 mm ChromXP C18-CL chip, 3 µm, 120 Å, SCIEX) and washed at 2 µl/min for 10 min with the loading solvent (H_2_O/0.1% formic acid). Subsequently, peptides were transferred to the 75 µm × 15 cm ChromXP C18-CL chip, 3 µm, 120 Å, (SCIEX), and eluted at a flow rate of 300 nL/min with a 3 h gradient using aqueous and acetonitrile solvent buffers.

Data-dependent acquisition (for spectral library building): The mass spectrometer was operated in data-dependent acquisition (DDA) mode, where the 30 most abundant precursor ions from the survey MS1 scan (250 ms) were isolated at 1 *m*/*z* resolution for collision-induced dissociation tandem mass spectrometry (CID-MS/MS, 100 ms per MS/MS, ‘high sensitivity’ product ion scan mode) using the Analyst 1.7 (build 96) software with a total cycle time of 3.3 sec, as described^131^.

Data-independent acquisitions: For quantification, all peptide samples were analyzed by data-independent acquisition (DIA, e.g. SWATH) using 64 variable-width isolation windows^132,133^. The window width was adjusted according to the complexity of the typical MS1 ion current observed within a certain *m*/*z* range using a DIA ‘variable window method’ algorithm (more narrow windows were chosen in ‘busy’ *m*/z ranges, wide windows in m/z ranges with few eluting precursor ions). DIA acquisitions produce complex MS/MS spectra, which are a composite of all the analytes within each selected Q1 *m*/*z* window. The DIA cycle time of 3.2 s included a 250 ms precursor ion scan, followed by 45 ms accumulation time for each of the 64 variable SWATH segments.

### Mass-spectrometric data processing, quantification, and bioinformatics

MS data-dependent acquisitions (DDA) were analyzed using the database search engine ProteinPilot (SCIEX Beta 4.5, revision 1656) using the Paragon algorithm (4.5.0.0,1654) (specific results tables are uploaded to the data repository MassIVE). Using these results, a MS/MS spectral library was generated in Spectronaut (Biognosys). The DIA/SWATH data was processed for relative quantification comparing peptide peak areas from various different time points (Supplementary Data 1). For DIA/SWATH MS2 data sets, quantification was based on XICs of 6-10 MS/MS fragment ions, typically y- and b-ions, matching to specific peptides present in the spectral libraries. Differential protein abundance analysis was performed using Student’s *t*-test, and *p* values were corrected for multiple testing, specifically applying group-wise testing corrections using the Storey method^134^. Significantly changed proteins were accepted at a 5% FDR (*q* value <0.05), also see Supplementary Data 2.

### Western blotting

Conditioned media corresponding to the same number of cells were loaded for SDS–PAGE. Total cell and tissue lysates of mouse fibroblasts and intestine were prepared using RIPA lysis buffer (Thermo Fisher Scientific, #89900) with protease/phosphatase inhibitor (Thermo Fisher Scientific, #1861281). Protein concentration was measured with BCA protein assay kit (Thermo Fisher Scientific, #23227), and equal amount of proteins were loaded for SDS–PAGE. Proteins were transferred to PVDF membranes using iBlot 2 Dry Blotting System (Thermo Fisher Scientific). The membranes were blocked in 5% skim milk in Tris-buffered saline with 0.1% Tween20 (TBST) for 1 h and incubated in primary antibodies overnight at 4 °C followed by secondary antibodies for 1 h at room temperature. Blots were developed using the Pierce ECL Plus Western Blotting Substrate (Thermo Fisher Scientific, #32132). The uncropped and unprocessed scans of the blots were provided in a Source data file.

### TOPbrite dual-luciferase Wnt reporter assay

Generation of HEK293 cells stably expressing a TOPbrite firefly luciferase Wnt reporter and pRL-SV40 Renilla luciferase (HEK293-TB) was previously described^82^. HEK293-TB cells were maintained in DMEM/F12 (50:50), supplemented with 10% FBS, 2 mM Glutamax (Gibco, #35050-061) and 40 μg/ml hygromycin (Cellgro, #30-240-CR). For the luciferase reporter assay, HEK293-TB cells were seeded in 96-well plates (Falcon, #353377). The next day, cells were treated with indicated Wnt ligands (50 ng/ml) or CM diluted in culture media. After 24 h, the firefly and Renilla luciferase activity was measured using Dual-Glo Luciferase Assay system (Promega, #E2940) on a Perkin Elmer EnVision multilabel reader. The ratios of firefly luminescence to Renilla luminescence were calculated and normalized to control samples that were not treated.

### Phage display selection of peptide ligands against FZD5-CRD-Fc and FZD8-CRD-Fc

Phage pools of Linear-lib^82,135^ were cycled through rounds of binding selections with FZD5-CRD-Fc or FZD8-CRD-Fc following established protocols^136^. We included 10 μM Herceptin in all rounds to block binders to the Fc-domain. After four rounds of binding selection, individual phage clones were analyzed in a high-throughput phage ELISA using plate-immobilized FZD-CRD-Fc as target or off-target for specificity as described previously^136^. The binding signal of the same phage particle to BSA was detected as non-specific binding. Clones with phage-binding signal to target over 0.5 and signal/noise ratio > 10 were considered positive clones and subjected to DNA sequence analysis.

### Generation of inhibitor peptides and assessment of specificity and affinity of dFz5-43 and dFz8-80

Several inhibitor peptide candidates were synthesized and, for those that contained single cysteines, oxidized to their disulfide bridged dimers. Peptides were screened by surface plasmon resonance (SPR) against immobilized FZD7-Fc, FZD5-Fc and FZD8-Fc to assess their specificity and affinity. dFz5-43, the best hit from the FZD5 campaign showed binding to FZD5 in the 50 nM range, but at least 15-fold higher affinity (~800 nM) to FZD8 and no detectable binding to FZD7. The top hits demonstrated exquisite selectivity to either FZD5/8 or FZD8, with affinities in the nM to pM range. dFz8-80, the best hit obtained in the FZD8 campaign showed \selective binding to only FZD8 and a dissociation constant of ~600 pM.

### Surface plasmon resonance

All measurements were done on a Biacore S200 instrument (GE Healthcare) with 10 mM Hepes pH7.2, 150 mM NaCl and 0.001% P20 as running buffer. Fc-tagged FZD target proteins (R&D Systems) were immobilized on sensor spots of a Protein A Sensor chip (GE Healthcare). A concentration series (3-fold dilution) across 6-dilutions of the indicated peptides were injected for single cycle kinetics. For Fab measurements, studies were performed with a CM5 chip and 50 mM Tris pH 8.0, 300 mM NaCl, 5% Glycerol and 0.05% Triton X as running buffer. Fabs were immobilized on chips using the Amine coupling kit (GE Healthcare, #BR100050) according to the manufacturer’s instructions. A dilution series of the extracellular domain of recombinant mouse LRP5 (R&D Systems, #7344-LR) was injected. All data were double-referenced by subtracting the signal from a blank sensor spot and the signal from a buffer injection. Referenced data sets were fitted using the instrument’s software. Peptides showing high specificity to either FZD5 and/or FZD8 were synthesized as disulfide bridged dimers (CSBio).

### ELISA

Proteins used in ELISAs were obtained from R&D Systems: PTK7-Fc (R&D Systems, #9799-TK), biotinylated Wnt3a (R&D Systems, #BT1324), biotinylated Wnt5a (R&D Systems, #BT645). His-tagged FZD7-CRD (FZD7-His) was produced in house as described^82^. Assay plates (384 Maxisorp plates, Nunc, # 464718) were prepared by incubation overnight with 30 µl/well Neutravidin (2 µg/ml, Thermo Fisher Scientific, #31055) in PBS at 4 °C. Plates were emptied and incubated with 100 µl/well of blocking buffer (PBS, 2% bovine serum albumin, 0.01% NaN_3_) for 1 h at room temperature with shaking. Blocking buffer was aspirated and plates were washed 8x with 70 µl/well of PBS-T. In parallel, bio-Wnt3a or bio-Wnt5a were incubated in helper plates (384 well plates, Nunc; #264574) with a dilution series of PTK7-Fc or FZD7-His in the presence or absence of FZD7-His as a competitor in assay diluent (PBS + 0.5 % BSA + 15 ppm ProClin 300 (Sigma-Aldrich, #48914-U) for 1 h at 4 °C. Protein mixtures (25 µl/well) were transferred from helper plates to 3 wells of assay plates (technical triplicates), and incubated for 1 h at 4 °C. Assay plates were aspirated and washed 8× with 70 µl/well of PBS-T. Binding was detected by 25 µl/well of anti-hIgG_1_-Fc-HRP (0.2 µg/ml, Thermo Fisher Scientific, #A-10648) or anti-His-tag-HRP (0.2 µg/ml, Abcam, #ab1187) in assay diluent, incubated for 1 h at 4 °C. After washing, signal was developed by adding 25 µl/well of TMB substrate (KPL, #50-76-00) and incubation for up to 15 min. The reaction was stopped by adding 25 µl/well of 1 M phosphoric acid. Absorbance at 450 nm was recorded with a plate reader. Data were analyzed and fitted in GraphPad Prism 7.

### Live Ca2+ imaging of mouse intestinal organoids and data analysis

Organoids were live-imaged at identical-sized z stacks (2 micron intervals) using a 20X PlanFluor air objective attached to a 3i W Spinning Disc Confocal possessing a Zeiss AxioObserver M1 inverted microscope, Yokogawa W1 spinning disc unit and Photometrics Evolve EMCCD and Hamamatsu FLASH 4.0 sCMOS cameras. Z stacks were acquired every 10 s.

Z-stack images were converted to mean intensity projections and, where required; background was subtracted using a rolling ball algorithm. Segmentation was conducted on a max-projection over-time of the GCaMP6f channel using Cellpose’s pre-trained “Cytoplasm” classifier^137^. Mean intensity traces were measured in each ROI over the time course in both the GCaMP6f and TdTomato channels using scikit-image^138^. Ca^2+^ oscillation patterns were calculated in an unsupervised, automated manner using MATLAB. Mean intensity traces were smoothed using a Savitzky-Golay filter and peaks were identified using the “findpeaks” algorithm from the MATLAB Signal Processing Toolbox. Graphs for GCaMP6f/tdTomato fluorescence ratio, peak numbers, peak height, peak width and baselined area under the curve were generated using Python matplotlib and seaborn packages. Statistical analysis was performed using Python SciPy and scikit-post-hoc packages.

### RNAseq library preparation and sequencing

Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen, #74134) per manufacturer’s instructions. Total RNA was quantified with Qubit RNA HS Assay Kit (Thermo Fisher Scientific, #Q32852) and quality was assessed using RNA ScreenTape on 4200 TapeStation (Agilent Technologies, #5067-5576). cDNA library was generated from 2 ng of total RNA using Smart-Seq V4 Ultra Low Input RNA Kit (Takara, #634894). 150 pg of cDNA was used to make sequencing libraries by Nextera XT DNA Sample Preparation Kit (Illumina, #FC-131-1024). Libraries were quantified with Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, #Q32851) and the average library size was determined using D1000 ScreenTape on 4200 TapeStation (Agilent Technologies, #5067-5582). Libraries were pooled and sequenced on NovaSeq 6000 (Illumina) to generate 30 millions single-end 50-base pair reads for each sample.

### RNAseq analysis

Sequencing reads were filtered and aligned using HTSeqGenie v4.2.2. GSNAP v2013-11-01 was used for alignment, through the HTSeqGenie wrapper, against the mouse reference genome (NCBI Build 38). Reads within coding sequences were counted to determine an estimate of gene expression. Read counts were scaled by library size, quantile normalized and precision weights were calculated using the voom R package^139^. Differential expression analysis was performed using the limma package^140^. Differential gene expression was calculated using voom+limma with multiple-hypothesis correction of *P* values performed using the Benjamini-Hochberg method. Cutoff thresholds of fold change >1.5 and adjusted *p* value <0.05 were used. Transcription factor binding motif analysis was performed using RcisTarget^141^.

### single-nucleus RNAseq (snRNA-seq)

Organoids were harvested, washed in PBS, pelleted, and frozen on dry ice for snRNA-seq. Nuclei were isolated following the protocol described previously^142^. Briefly, frozen samples were resuspended in TST buffer (146 mM NaCl, 10 mM Tris, 1 mM CaCl_2_, 21 mM MgCl_2_, 0.03% Tween20, and BSA) and pelleted by centrifugation. The nuclei pellets were resuspended in ST buffer (146 mM NaCl, 10 mM Tris, 1 mM CaCl_2_, 21 mM MgCl_2_), passed through a 35 µm filter, and counted using a hemocytometer. Generation of gel Beads-in-emulsion, cDNA amplification, and library preparation were performed with Chromium Next GEM Single Cell 3ʹ Reagent Kits v3.1 (10x Genomics) following the manufacturer’s instructions. 8000-10,000 nuclei were loaded per channel of a 10x Genomics chip.

### single-nucleus RNAseq analysis

Reads were aligned to the mouse genome (mm10/Ensembl 98) using the 10x CellRanger ‘count‘ function with the resulting matrix imported into the scanpy framework^143^. For each sample, we discarded cells falling more than 3 MAD (mean absolute deviation) above/below the population in any of three metrics: Fraction of mitochondrial reads (above), total number of reads (below), or total number of features detected (below). Library sizes per cell were normalized to a target sum of 1e4 using the ‘normalize_total‘ function from scanpy followed by log-transformation. For projection and cluster identification, data were restricted to highly variable genes using the default parameters in scanpy’s ‘pp.highly_variable_genes‘ module and the data scaled to unit variance and zero mean after correcting data for differences in mitochondrial read counts and total counts using linear regression and followed by dimensionality reduction using PCA. Data were then integrated at the level of individual sample/library using Harmony Clusters were identified using the Leiden algorithm implemented in scanpy following calculation of the neighborhood graph of the observed cell data using the top 25 PCs and a local neighborhood of 10 for manifold approximation.UMAP and tSNE projections were subsequently calculated using default parameters^144^.

The above processing resulted in 14 clusters with no evidence of sample-level batch effects. These clusters were subsequently annotated by examining the expression of markers from major intestinal cell types (see Figure S1e). To further support this annotation, we calculated marker genes using the scoreMarkers function from the scran package in R as applied to the log-transformed, normalized count data^145^. To calculate gene scores for gene sets with many genes (e.g. in the case of the YAP target genes^99^) we made use of the AddModuleScore function from Seurat^146^. The list of genes used for ISC/CBC signature - Lgr5, Olfm4, Ascl2, Axin2, Hmgb2, Smoc2, Lrig1. This function calculates the average expression level of the genes in a gene set normalized by the expression of an expression-level matched set of control genes^147^. All subsequent statistical analyses were carried out in R as described in the text.

### Statistics and reproducibility

Data were presented as means ± SD, and the n value means biological replicates with individual values representing a mouse, unless otherwise indicated. Statistical analyses were performed using GraphPad Prism 9.0 (GraphPad Software, Inc., La Jolla, CA, USA). For comparisons between two independent groups, two-tailed unpaired Student’s t test was used. Statistical significance of differences between multiple groups was determined using one-way ANOVA with Tukey’s post-hoc multiple comparison tests. Experiments were independently repeated with similar results. For Figs. 1d, q, 2g, i, 3a, d, i and Supplementary Figs. 2a, d–e, 3b, and 7c the experiments were repeated twice. For Figs. 1a, 2f, 5c, 7b–f and Supplementary Fig. 5e, the experiments were repeated 3 times. For Fig. 7a and Supplementary Fig. 7a, the experiment was repeated 4 times. For Fig. 5b, the experiment was repeated five times.

### Materials

See Supplementary Information for tables listing TaqMan assay probes for qPCR (Supplementary Table 1), antibodies (Supplementary Table 2), recombinant proteins (Supplementary Table 3), and compounds and inhibitors (Supplementary Table 4) used in this study.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-4

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

The bulkRNA-seq and snRNA-seq raw data generated in this study have been deposited in the GEO database under accession code GSE219128. The mass-spectrometric raw data are deposited at ProteomeXchange with the ID PXD028176. Other data generated in this study are provided in the Supplementary Information and Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Senescent cells perturb intestinal stem cell differentiation through Ptk7 induced noncanonical Wnt and YAP signaling
**Source:** Nat Commun. 2023 Jan 11;14:156. doi: 10.1038/s41467-022-35487-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: All quantified proteins from data-independent acquisitions (DIA): active (medium) and non-active (small) fractions

File Name: Supplementary Data 2

Description: List of 39 proteins that are abundant in medium (active) and small (non-active) fractions

File Name: Supplementary Data 3

Description: List of proteins from this study that overlap with SASP factors identified in the SASP Atlas

File Name: Supplementary Data 4

Description: Ptk7 peptide sequences detected from MS

File Name: Supplementary Movie 1

Description:  $\text{Ca}^{2+}$  oscillations in the crypt domain of a mouse intestinal organoid. GCaMP6f in green and tdTomato in red.

File Name: Supplementary Movie 2

Description: Baseline  $\text{Ca}^{2+}$  oscillations in an intestinal organoid before Wnt5a treatment. GCaMP6f in green and tdTomato in red.

File Name: Supplementary Movie 3

Description:  $\text{Ca}^{2+}$  oscillations in an intestinal organoid 50 min after Wnt5a treatment. GCaMP6f in green and tdTomato in red.

How the deposited data were processed for this re-analysis (not part of the article)

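RNA from cultures of mouse intestinal organoids was sequenced in 36 libraries, 6 replicates of each of 6 conditions, which are complete media + IgG, QCM + IgG, SCM + IgG, SCM + anti-Ptk7, Wnt5a + IgG and Wnt5a + anti-Ptk7. Each library was assigned to its condition and replicate number from its labels, which match the paper's description of the experiment. The authors filtered and aligned the reads with HTSeqGenie and GSNAP against the mouse genome (NCBI Build 38). They deposited the count of each gene in each library, as whole numbers without normalization. The paper's methods state that reads within coding sequences were counted, but genes annotated as non-coding also hold counts. The paper's text does not name the gene annotation or whether the counting used the strand. No other step of the authors was repeated here, since the reads were not used.

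Each library lists 52636 genes by Ensembl identifier, and 233 of the identifiers have no symbol in the GENCODE annotation of GRCm38 that was used for names, positions and gene types. Protein-coding genes held between 96.0% and 97.2% of the counts of a library, the 10 genes with the most counts between 3.31% and 5.40%, and mitochondrial genes between 0.282% and 0.914%. The total per library had a median of 13490071 counts, at which a gene of average abundance is limited by the spread between replicates, amplification included, more than by counting error, since replicates of a condition differed by a chi-square per gene between 7.60 and 88.6. Genes of low abundance are limited by both.

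Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with filterByExpr of edgeR, which left 15497, libraries were scaled by TMM, and the quasi-likelihood test (glmQLFit and glmQLFTest) was applied in one model with 6 condition means. P values were adjusted over all genes tested by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a fold change over 1.5. The comparisons were QCM, SCM and Wnt5a against complete media, SCM against QCM, anti-Ptk7 against IgG in SCM and in Wnt5a, and the difference between these last 2 effects. Principal components and distances between conditions used log2 CPM with a prior count of 2. CPM values are given as mean ± SD over 6 libraries. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic, and are approximate. Gene lists were tested with camera of limma at an inter-gene correlation of 0.01, with fry and with an estimated correlation beside it. Tested on simulated data in which 200 of 15279 genes were changed, the quasi-likelihood test recovered 187 with 3 false calls, voom with limma 185 with 2, and DESeq2 190 with 10.

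The labels give every condition the replicate numbers 1 to 6, and the study's design names 6 mice as the origin of the crypts without stating which number is which mouse. Libraries with the same number in different conditions had a mean correlation of their deviations from the condition means of 0.092, against −0.018 for different numbers (permutation p = 1e-04, the smallest that 9999 permutations can give). It was 0.241 for number 1, 0.134 for number 3, and between 0.0231 and 0.0627 for the others, and 34 of the 90 pairs with the same number were over 0.1. The numbers were therefore taken as pairing the libraries, through the mouse or another factor shared by libraries of a number, which was not determined, and the fit with the replicate number as a block is given as an alternative beside the results it moved. The model without the block remains the main one, because the paper's methods name no block.

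The tests, the cutoffs, the definition of Ptk7 dependence, the gene lists, the rule for naming genes and most alternatives were set before the data were examined; 5 alternatives were added afterwards and are named as such where they appear. The genes named are Ptk7, the genes of Fig. 6e and of Fig. 1e, the genes of the lists, and for each of 4 comparisons the 5 rising and 3 falling genes with the largest log2 fold change among those called whose libraries do not overlap between the conditions and whose mean log2 CPM is over 1. The 15 lists are the heatmap genes of Fig. 6e, YAP/TAZ targets, the ISC/CBC signature of the paper's methods, the qPCR markers of Fig. 1e, fetal genes, canonical Wnt targets, the markers of enterocytes, goblet, Paneth, enteroendocrine and tuft cells, proliferation, senescence and fibroblast genes, and genes of the pathway the paper proposes. Alternatives were voom with limma on quantile-normalized values (the paper's stated method) and with TMM, DESeq2, upper-quartile scaling, library size alone, no filter, at least 10 counts in every library, the replicate block, only the groups compared, no fold-change cutoff, glmTreat, a fold change over 2, 6 other definitions of Ptk7 dependence, QCM as the reference of SCM, and each library left out in turn. For the distances they were quantile normalization, the 500 most variable genes, scaling to unit variance, a prior count of 0.5 and removal of the replicate means, and for the YAP/TAZ list the other set tests, quantile normalization, the replicate block and the minimum of 10 counts.

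The motif analysis of Fig. 6d was not analysed here, because no genome sequence was used. The single-nucleus RNA-seq, qPCR, imaging and mass spectrometry experiments were not analysed here.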

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

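The tests over abundant genes, of the share of the most abundant genes, without replicate 1, of the deviation shared by libraries numbered 1 and of divisions fitted with the replicate block were chosen only after the result was seen, and that of the genes outside the reversal after their number was seen but before its values; the other tests of this part were set down earlier. The total counts, PC1, PC2 and the CPM of 10 genes gave 78 groups of 6 libraries, in each of which the gap between the most distant library and its neighbour was divided by the range. In 9 groups this ratio was above the 95% critical value of Dixon's test for 6 values, where chance alone gives about 3.9.

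SCM + IgG replicate 1 lay at −78.2 on PC2, with the other SCM + IgG libraries between −27.8 and −1.31 (ratio 0.655). Thinning all libraries to the lowest total left the ratio at 0.668 and removing the trend with GC content and gene length left it at 0.665, which argues against library size and that trend as the whole cause. The 10 genes with the most counts held 4.556% of this library, more than in the other SCM + IgG libraries (3.60% to 4.21%) but less than the 5.40% of another library, which argues against a few genes that take most of the counts. With the mean of each replicate number removed the ratio was 0.729, which argues against a deviation shared equally by the libraries numbered 1 as the whole cause. All 6 of these libraries lay below the mean of their condition on PC2, so it may be a part of the cause. In this library 568 genes were more than 2 log2 units below the median of the other libraries of the condition and 161 above, and SCM + anti-Ptk7 replicates 4 and 6 had 521 and 454 genes below. Over genes with a mean log2 CPM over 3 the ratio was 0.581, below the critical value but not far from it. Loss of transcripts of low abundance in this library and a biological difference of its culture cannot be told apart, because the ratio over abundant genes lies so close to the critical value. No biological explanation was tested.

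The other distant values were mostly those of libraries numbered 1. Wnt5a + IgG replicate 1 lay at −27.9 on PC2 (others −6.34 to 1.88), with 28.4 CPM of Ptk7 (others 16.7 to 20.3) and 54.7 CPM of Serpinb9b (others 12.9 to 19.0). Ccn2 was at 56.3 CPM in Wnt5a + anti-Ptk7 replicate 1 (others 13.4 to 26.5), and Serpinb9b at 7.88 CPM in SCM + anti-Ptk7 replicate 1 (others 1.24 to 2.98). The remaining values were those of complete media replicate 5, with 1.09 CPM of Ctse (others 0 to 0.209), Wnt5a + anti-Ptk7 replicate 2, with 9.91 CPM of Ntn4 (others 3.39 to 5.33), and SCM + anti-Ptk7 replicate 4, with 8.04 CPM of Ccdc3 (others 18.4 to 20.8). After thinning to the lowest total, 7 of the 9 values stayed above the critical value, which argues against library size for most of them. Of the 9 values 6 belonged to libraries numbered 1, and the libraries numbered 1 deviated together across conditions (mean correlation 0.241, against 0.0231 to 0.134 for the numbers 2 to 6). A candidate explanation is the mouse, or the day of preparation, that number 1 marks; which of these it is was not tested, for the PC2 value of SCM + IgG replicate 1 it is at most a part of the cause, and the test would also have come out this way for any effect shared by these libraries.

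Anti-Ptk7 lowered the shared DEGs more in SCM than in Wnt5a. Measured in the replicate left out of the choice of genes, the effect of the antibody in Wnt5a less that in SCM was 0.242 ± 0.0343 (SD, n = 6) on the log2 scale, above 0 in 6 of 6 replicates (two-sided exact sign-flip permutation p = 0.0312, the smallest possible; adjusted p = 0.0401, Benjamini-Hochberg over 9 measures). The 9 measures include levels of these genes against complete media, whose direction the choice of genes made likely. Over the antibody measures alone this adjusted p would be higher, so it carries little weight. Since the genes were chosen in other libraries, their choice does not account for the difference. Without replicate 1 the difference was 0.248, above 0 in 5 of 5 replicates (exact sign-flip permutation p = 0.0625, the smallest that 5 allow), and on quantile-normalized values it was 0.226 ± 0.0246, above 0 in 6 of 6. Wnt5a changed these genes more than SCM did. Over the genes whose Wnt5a effect was no larger than their SCM effect in the other replicates, the effect of anti-Ptk7 was −0.143 ± 0.0968 in SCM and 0.0599 ± 0.0565 in Wnt5a, and the difference was 0.203 ± 0.086 (above 0 in 6 of 6 replicates, exact sign-flip permutation p = 0.0312), which argues against the stronger induction as the cause. These tests leave the hypothesis that the shared changes may depend more on Ptk7 in SCM than with added Wnt5a. The amount of ligand and of antibody in the cultures stays open and was not tested. Gene by gene, the difference was called for 0 genes (602 at an unadjusted p under 0.05, edgeR's quasi-likelihood test), and with the replicate number as a block for 3, Clu, Ctrb1 and Glipr1, chosen after their values were seen. The antibody labels were also reassigned within replicate numbers, separately in SCM and in Wnt5a, in a draw of 64 assignments that includes the real one. All 64 gave at least 0 called genes, so that count decides nothing. At an unadjusted p under 0.05, 27 of the 64 gave as many genes as the data. A swap in a single medium turns an effect shared by both media into a difference, so this count cannot weigh against one.

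Anti-Ptk7 also changed genes that the medium did not change, which the paper does not report on. Of the 190 genes called in SCM, 40 went back toward complete media, 140 (73.7%) were not called in SCM against complete media, and 10 moved further in the direction of SCM. In Wnt5a, 93 of 137 (67.9%) were not called against complete media. The antibody changed 55 genes in both media, 25 up and 30 down, and 0 in opposite directions. Across genes, which are not independent replicates, the correlation of the antibody effects in SCM and in Wnt5a was 0.401, where simulated libraries with no change gave −0.0345 to 0.0463. A partial effect of the medium below the cutoffs, undone by the antibody, would leave SCM + anti-Ptk7 no further than complete media. In the replicate left out of the choice of such genes (64 to 126 genes), SCM lay at −0.157 ± 0.109 (SD, n = 6) from complete media along the direction of the antibody effect, and SCM + anti-Ptk7 at 0.683 ± 0.130, above 0 in 6 of 6 replicates (two-sided exact sign-flip permutation p = 0.0312). This argues against a reversal of the medium's effect as the whole of the antibody's effect. Shared mice are argued against by the median correlation of 0.298 (0.221 to 0.337 over 20 divisions) between effects taken from different replicate numbers, against 0.301 from the same numbers. An effect of the antibody itself and the blockade of Ptk7 cannot be told apart for these genes, because 0 libraries of complete media with anti-Ptk7 were analysed here. In SCM, 1 of the 32 divisions of the libraries that part all replicate pairs gave as many genes, the real division, and the highest other count was 15. In Wnt5a it was likewise 1 of 32, with a highest other count of 0. Among 32 further divisions that part fewer pairs the highest count was 14 in SCM and 269 in Wnt5a, where 1 of the 32 exceeded the 137 observed. Without SCM + IgG replicate 1 the antibody changed 105 genes in SCM and without SCM + anti-Ptk7 replicate 2 it changed 122. Without Wnt5a + anti-Ptk7 replicate 5 it changed 81 genes in Wnt5a.

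Between SCM and QCM, a comparison for which the paper reports no RNAseq calls, 140 genes were called, 118 higher and 22 lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), and 122 of these were also called in SCM against complete media. The fit with the replicate number as a block called 496. Of the 32 divisions that part all replicate pairs, 2 gave as many genes; the other exchanged the libraries of replicates 1 to 4 and gave 155. At 2 of 32 this number of called genes does not by itself separate the 2 media from a chance division of the libraries. The 32 further divisions that part fewer pairs gave at most 0 genes, and with the replicate number as a block 1 of the 32 divisions that part all pairs gave as many as the 496, the real one, with a highest other count of 186. The count also rested on single libraries. It was 48 without QCM replicate 2, 35 without QCM replicate 3, 47 without QCM replicate 4, 54 without SCM + IgG replicate 1, 85 without SCM + IgG replicate 5 and 91 without SCM + IgG replicate 6. The distance between the mean profiles of the 2 media had an exact permutation p of 0.0108.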

How the results depend on the processing

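The alternatives that combine a loss of the call in SCM + anti-Ptk7 with another test, with the replicate block or with the heatmap genes were chosen only after the values were seen. The distances of QCM, SCM, SCM + anti-Ptk7, Wnt5a and Wnt5a + anti-Ptk7 from complete media, and of anti-Ptk7 from IgG in both media, kept their side of the threshold under each alternative. With each library left out in turn they ranged from 41.7 to 46.8 for QCM, 62.3 to 70.5 for SCM, 63.8 to 69.1 for SCM + anti-Ptk7, 76.0 to 85.2 for Wnt5a, 82.1 to 91.3 for Wnt5a + anti-Ptk7, 51.1 to 56.1 between IgG and anti-Ptk7 in SCM and 48.7 to 51.4 in Wnt5a. Upper-quartile scaling, scaling by library size alone and a minimum of 10 counts in every library moved no count by more than 1.5 times and no share past its threshold. The YAP/TAZ target list was tested under the last of these only, where it kept its call (adjusted p = 6.16e-05 in SCM and 3.41e-07 in Wnt5a, camera).

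By voom with limma on quantile-normalized values, 46.0% of Wnt5a-raised genes were also raised by SCM, 5.41% of shared DEGs were Ptk7 dependent, and so were 11 heatmap genes. With TMM in place of quantile normalization these values were 47.2%, 6.03% and 11. Quantile normalization moved the balance of calls, to 33 higher and 6 lower in QCM, 550 and 297 in SCM and 1015 and 562 in Wnt5a, and to 122 and 48 in SCM against QCM, from 55 and 3, 768 and 174, 1285 and 291, and 118 and 22. DESeq2 called 264 genes in SCM against QCM and 295 for anti-Ptk7 in SCM, and 5.50% of shared DEGs were Ptk7 dependent. Without the expression filter the share of Wnt5a-raised genes was 47.9%. The cause of these changes was not tested.

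With the replicate number as a block the counts were 178 in QCM, 496 in SCM against QCM, 399 for anti-Ptk7 in SCM, 255 for anti-Ptk7 in Wnt5a and 3 for the difference between the antibody effects. The share of Wnt5a-raised genes was 59.5%, that of Ptk7-dependent genes 15.0%, and 22 heatmap genes were Ptk7 dependent. Under the other definitions of Ptk7 dependence the share with the block was 5.76% by anti-Ptk7 in Wnt5a (53 genes, against 16), 4.13% in both media (38, against 12), 16.6% in either medium (153, against 32) and 23.8% by the adjusted p alone in SCM (219, against 33). A fit of only the groups compared gave 265 genes in SCM against QCM, 86 for anti-Ptk7 in SCM, and 89.4% of SCM-raised genes also raised by Wnt5a. The cause was not tested.

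Without a fold-change cutoff the counts were 102 in QCM, 1842 in SCM, 3386 in Wnt5a, 267 in SCM against QCM, 422 for anti-Ptk7 in SCM and 398 in Wnt5a, and the shares were 48.7% of Wnt5a-raised and 81.5% of SCM-raised genes. With a fold change over 2 the counts were 24, 524, 850, 76, 91 and 57 in the same order. With glmTreat they were 2, 210, 491, 4, 12 and 2 (183 in QCM, 342 in SCM against QCM, 378 for anti-Ptk7 in SCM and 251 in Wnt5a at an unadjusted p under 0.05), the shares were 37.8% and 90.0%, 1.10% of shared DEGs were Ptk7 dependent, and 0 heatmap genes were (11 at an unadjusted p under 0.05). These counts follow from the cutoffs, which admit more or fewer genes.

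The share of Ptk7-dependent genes was 2.12% if counted by anti-Ptk7 in Wnt5a, 1.59% in both media, 46.1% by loss of the call in SCM + anti-Ptk7 and 11.0% by loss in both. Loss of the call gave 53.7% by voom with TMM, 51.3% by voom with quantile normalization and 39.0% with the block, and 23 heatmap genes by edgeR and 29 by voom with TMM. Against QCM in place of complete media, 8.25% of Wnt5a-raised genes were raised by SCM, and 89.8% of SCM-raised genes were raised by Wnt5a. These definitions count different things. The YAP/TAZ target list was no longer called by camera with an estimated correlation (adjusted p = 0.134 in SCM and 0.117 in Wnt5a; the range over the alternatives reached down to 2.2e-08 and 1.42e-10), since that test allows for the correlation of the genes in the list.

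Over the fits that each left out a library, the counts ranged from 37 (without complete media replicate 4) to 65 in QCM, 659 to 1035 in SCM, 1169 to 1745 in Wnt5a, 35 (without QCM replicate 3) to 186 in SCM against QCM, 105 (without SCM + IgG replicate 1) to 232 for anti-Ptk7 in SCM and 81 (without Wnt5a + anti-Ptk7 replicate 5) to 157 in Wnt5a, with 0 for the difference in each fit. The share of Wnt5a-raised genes ranged from 37.5% to 64.5%, that of SCM-raised genes from 81.3% to 90.0%, that of Ptk7-dependent genes from 2.12% (without SCM + anti-Ptk7 replicate 2) to 6.39% (without SCM + anti-Ptk7 replicate 1), and the number of Ptk7-dependent heatmap genes from 5 to 10.

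Of 639 values of single genes under other settings, 41 lost an adjusted p under 0.05, 5 gained one and 1 reversed. Of 804 values with a library left out, 53 lost it, 6 gained it and 1 reversed. The counts use the adjusted p alone. Some of the changes, such as the gains of Olfm4, Chga and Lgr5 and the losses of Rragd in SCM, lay below the fold-change cutoff and were not changes of a call. Both reversals were of Ptk7, whose change in SCM was −0.0180 by voom with quantile normalization and whose change with anti-Ptk7 in Wnt5a ranged from −0.134 to 0.0716 over the fits without a library, the highest without Wnt5a + IgG replicate 1; neither change was called, and the cause was not tested. Genes of low abundance, such as Ctse in complete media, are limited by depth, and their fold changes depend on the prior count. The scan of promoters for the TEAD motif and its 3 alternatives were not run, because no genome sequence was used.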

Differences from the paper's values

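The tests named here as chosen after seeing the values are the only ones in this part chosen only after the result was seen. The number of DEGs shared by SCM and Wnt5a that depend on Ptk7 was 28, against the paper's about 360 in Fig. 6c, read by eye, and their share 3.71% against the paper's about 54% in Fig. 6c, read by eye. Of the alternatives set before the data were examined, the definition as no longer called in SCM + anti-Ptk7 gave 348 genes and 46.1%, which is within 1.5 times of the paper's values. The other alternatives, each taken alone, did not close the gap, with values between 2 and 138 genes and between 1.10% and 15.0%. Combined with the replicate block, the definition by either medium gave 153 genes (16.6%). The definition by the adjusted p alone in SCM gave 219 genes (23.8%) with the block. Both stayed below the paper's values. Loss of the call by voom with TMM, a combination chosen after seeing the values, gave 356 genes and 53.7%, and loss of the call by voom with quantile normalization, likewise chosen after seeing the values, gave 322 genes and 51.3%. Loss of the call and voom with TMM had each been set before the data were examined, and their combination had not.

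Of the heatmap genes, 7 were Ptk7 dependent, against the paper's about 29 in Fig. 6e, read by eye. With the replicate number as a block, an alternative set before the data were examined, 22 were, which is within 1.5 times; the others gave 0 to 11. Loss of the call gave 23 by edgeR and 29 by voom with TMM, both chosen after seeing the values. The paper's stated depth is 30 M reads per library, against a median of 13.5 M counts on genes here; reads sequenced and reads counted on genes are different measures, and no alternative was set for it.

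The paper states that the transcriptomes of organoids in complete media and in QCM were markedly similar. Their mean profiles were the closest pair here, though they differed (exact permutation p = 0.0216). The 58 DEGs in QCM, 55 higher and 3 lower, lay within 1.5 times of the paper's about 40 and 4 in Fig. 6c, read by eye. These counts are therefore not a difference from the paper.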

Other observations

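The tests of lost calls in SCM by edgeR and in Wnt5a were chosen only after the result was seen. Of the shared DEGs, 46.1% were no longer called in SCM + anti-Ptk7 against complete media and 11.7% in Wnt5a + anti-Ptk7. Calls lost by chance near the cutoffs are a possible explanation, and simulations with no effect of the antibody lost at most 24.35% in SCM, and at most 27.34% by voom with TMM, where 53.7% were lost. Among the 64 assignments of the antibody labels within replicate numbers, the real one lost the largest share in SCM (others 13.7% to 41.8%) and in Wnt5a (others 2.26% to 9.30%). In SCM, both comparisons argue against chance as the whole cause. In Wnt5a the label assignments do so, while the simulations lost 8.49% to 11.4%, close to the 11.7% observed, so most of this loss may be calls lost by chance near the cutoffs. The simulated data held 848 to 936 shared DEGs, more than the 755 observed, so their share is only a guide.

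QCM raised the genes that SCM raised. The median QCM effect over the 768 genes raised by SCM was 0.474, against 1.19 in SCM itself, and 52 of the 55 genes raised by QCM were also raised by SCM. Shared complete media libraries are a possible explanation. When the 2 effects used different complete media libraries, the median QCM effect was 0.4861 (0.1754 to 0.7675 over 20 divisions) and 73.7% to 97.3% of the genes rose in QCM, which argues against it. Factors that fibroblasts release whether or not they are senescent may account for part of the change in SCM, a hypothesis that was not tested further.

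Other divisions of the libraries that part all 6 replicate pairs gave as many DEGs as the real one in 1 of 32 cases for QCM, 1 of 32 for SCM and 1 of 32 for Wnt5a against complete media, the real division itself. The highest other counts were 1, 44 and 518. In 32 further divisions that part fewer pairs, the highest counts were 0, 487 and 821, and for anti-Ptk7 in Wnt5a 1 of the 32 reached 269, more than the 137 observed; it kept the IgG and anti-Ptk7 libraries of replicates 1 and 5 together, and with the replicate block 255 genes were called in the real division.

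The lists fixed from general knowledge gave the following (limma's camera, Benjamini-Hochberg over 90 tests; calls by edgeR's quasi-likelihood test). Each list called in SCM or in Wnt5a against complete media was also called there by fry, and none of the 90 tests was called when the correlation was estimated (lowest adjusted p 0.117). Of 10 fetal genes 8 were tested, and 8 were called higher in SCM (adjusted p = 5e-09) and 8 in Wnt5a (adjusted p = 1.88e-08), with the same counts adjusted over the list alone; both held under fry. With anti-Ptk7 in SCM all 8 fell (median −0.90, adjusted p = 1.35e-05, fry 0.0156, estimated correlation 0.215), 1 called and 6 adjusted over the list alone, and in Wnt5a 7 fell (median −0.52, adjusted p = 0.00282), which did not hold under fry (adjusted p = 0.123) or with estimated correlation (adjusted p = 0.421); 2 of the list's genes are also heatmap genes. The ISC/CBC signature, for which the paper reports no clear change in other data, had 1 of 7 genes called lower in each medium (adjusted p = 0.291 and 0.304). Canonical Wnt targets rose (2 of 11 called in SCM and 5 in Wnt5a, adjusted p = 0.0137 and 0.0268; fry 0.000133 and 6.47e-05). The heatmap genes, chosen by the study on these libraries, gave 4.08e-18 in SCM and 1.26e-18 in Wnt5a.

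Among cell type lists, enterocyte markers rose in SCM (4 of 7 called, adjusted p = 0.000947, fry 0.000121) and in QCM (3 called, adjusted p = 0.000899, fry 0.00563), and had 3 called in Wnt5a (adjusted p = 0.177, fry 0.0469). Paneth markers had 2 of 6 called higher in SCM (adjusted p = 0.016, fry 0.00795), 2 in Wnt5a (adjusted p = 0.855) and 1 in QCM (adjusted p = 0.0022, fry 0.0337), and their fall with anti-Ptk7 in Wnt5a (adjusted p = 0.0228) did not hold under fry (adjusted p = 0.0965). Goblet markers had 0 of 7 called in either medium (adjusted p = 0.813 and 0.434). Enteroendocrine markers had 0 of 8 called in either (adjusted p = 0.41 and 0.545), and with anti-Ptk7 in SCM 3 were called lower (adjusted p = 0.00411, fry 0.00663, estimated correlation 0.182). Tuft markers had 3 of 4 tested called higher in Wnt5a (adjusted p = 0.0391, fry 1e-05; with the replicate block 0.0793) and 0 in SCM (adjusted p = 0.334). Proliferation genes had 0 of 8 called, with lower medians in SCM (−0.21, adjusted p = 0.0124, fry 0.0156) and in Wnt5a (−0.20, adjusted p = 0.0228, fry 0.00795), and all 8 fell with anti-Ptk7 in Wnt5a (median −0.21, adjusted p = 0.000166, fry 0.00497, estimated correlation 0.134). Senescence genes had 1 of 3 tested called higher in each medium (adjusted p = 0.0175 and 0.0496), and their shift in SCM against QCM was called by camera only with the replicate block (adjusted p = 0.0203, against 0.0622; fry 0.0469). Fibroblast genes had 3 of 12 tested, 0 called in SCM and 1 in Wnt5a (adjusted p = 0.855 and 0.0966, fry 0.782 and 4.14e-06). Genes of the proposed pathway had 2 of 17 called higher in SCM and 6 in Wnt5a (adjusted p = 0.616 and 0.0272, fry 9.68e-05 in Wnt5a). Differences between SCM and Wnt5a in these lists were not tested.

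The paper measured 7 markers by qPCR in other organoids (Fig. 1e), and its text does not name their day of culture. The RNAseq cultures had 2 days in their media, fewer than those of the paper's images and stained cells. A change of the markers at a later day is therefore not tested here. Between SCM and QCM, 0 of the 7 markers were called (0 adjusted over the list alone). Their log2 fold changes were 0.09 for Olfm4, 0.13 for Chga, −0.15 for Muc2, 0.40 for Alpi, −0.04 for Mki67, −0.19 for Lgr5 and −0.06 for Lyz1, with adjusted p between 0.183 and 0.907 (edgeR's quasi-likelihood test); with the replicate block the adjusted p of Alpi was 0.0218. Against complete media Alpi rose by 1.26 in SCM (adjusted p = 2.12e-06, edgeR), and with the replicate block Olfm4, Chga and Lgr5 had an adjusted p of 0.00919, 0.0312 and 0.00128 there, against 0.315, 0.0977 and 0.11 without it. Anti-Ptk7 changed Alpi by −0.58 in SCM (adjusted p = 0.0403) and −0.72 in Wnt5a (adjusted p = 0.0104). In Wnt5a all 7 markers fell with anti-Ptk7 (median −0.21), and 2 were called lower. As a list they shifted down there (adjusted p = 0.00411, camera, and 0.00497, fry), but not with estimated correlation (adjusted p = 0.134). In SCM 5 of the 7 fell, 1 was called, and the list was not called (adjusted p = 0.116, camera).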
